# Type-I Interferon Signaling Is Essential for Robust Metronomic Chemo-Immunogenic Tumor Regression in Murine Breast Cancer

**DOI:** 10.1158/2767-9764.CRC-21-0148

**Published:** 2022-04-22

**Authors:** Cameron Vergato, Kshama A. Doshi, Darren Roblyer, David J. Waxman

## Abstract

Many patients with breast cancer have a poor prognosis with limited therapeutic options. Here, we investigated the potential of chemo-immunogenic therapy as an avenue of treatment. We utilized two syngeneic mouse mammary tumor models, 4T1 and E0771, to examine the chemo-immunogenic potential of cyclophosphamide and the mechanistic contributions of cyclophosphamide-activated type-I IFN signaling to therapeutic activity. Chemically activated cyclophosphamide induced robust IFNα/β receptor-1–dependent signaling linked to hundreds of IFN-stimulated gene responses in both cell lines. Furthermore, in 4T1 tumors, cyclophosphamide given on a medium-dose, 6-day intermittent metronomic schedule induced strong IFN signaling but comparatively weak immune cell infiltration associated with long-term tumor growth stasis. Induction of IFN signaling was somewhat weaker in E0771 tumors but was followed by widespread downstream gene responses, robust immune cell infiltration, and extensive, prolonged tumor regression. The immune dependence of these effective antitumor responses was established by CD8 T-cell immunodepletion, which blocked cyclophosphamide-induced E0771 tumor regression and led to tumor stasis followed by regrowth. Strikingly, IFNα/β receptor-1 antibody blockade was even more effective in preventing E0771 immune cell infiltration and blocked the major tumor regression induced by cyclophosphamide treatment. Type-I IFN signaling is thus essential for the robust chemo-immunogenic response of these tumors to cyclophosphamide administered on a metronomic schedule.

**Significance:**

Many patients with breast cancer have few therapeutic options. We show that cyclophosphamide treatment induces extensive tumor regression in a syngeneic mouse model of breast cancer via a chemo-immunogenic mechanism linked to type-I IFN production. Our findings establish that IFN signaling is essential for the robust antitumor actions of cyclophosphamide and suggest that treatment resistance may stem from silencing the IFN pathway. This suggests a new avenue for improving breast cancer treatment efficacy.

## Introduction

Despite decades of progress, there are many patients with breast cancer with limited treatment options and poor prognoses (1). One such group of patients is those with triple-negative breast cancer (TNBC), which is characterized by increased tumor aggression and poor prognosis compared with other breast cancer subtypes (2). TNBC is distinguished by the lack of estrogen receptor, progesterone receptor, and human epidermal growth factor receptor 2 (ERBB2/HER2; ref. 3), which limits treatment options. TNBC initially responds to neoadjuvant chemotherapy but often recurs and metastasizes, with poor patient prognosis. Checkpoint inhibitors are often ineffective in patients with TNBC (4, 5), despite a comparatively high mutational burden and elevated levels of tumor-infiltrating lymphocytes (6). Another group of patients with few treatment options and poor outcomes are those that acquire resistance to first-line therapies (7). For these patients, new therapeutic strategies are required to improve outcomes and extend life. The discovery and preclinical development of novel therapies is thus critically important.

Immunogenic cell death is a unique cell death mechanism that can activate both innate and adaptive immune responses (8, 9) and confer long-term immunity (10). Chemotherapy-induced immunogenic cell death is characterized by damage-associated molecular pattern responses (11), including cell surface translocation of calreticulin, a prophagocytic signal (12), release of the toll-like receptor 4 ligand HMGB1 (13), extracellular release of ATP (14), and production of type-I IFNs (15). Dendritic cells attracted by the release of these molecules by dying tumor cells in the tumor microenvironment engulf the dead and dying tumor cells and undergo maturation (9). Immunostimulatory cytokines produced by mature dendritic cells, in turn, recruit NK cells, CD4 T cells, and CD8 T cells, which can contribute to tumor regression and activate tumor-specific immunity (9). Several cytotoxic drugs approved for breast cancer have the potential to induce immunogenic cell death, including doxorubicin (16), epirubicin (17), mitoxantrone (9), and cyclophosphamide (CPA; refs. 18, 19).

Type I IFNs, primarily IFNα and IFNβ, are secreted in response to viral or bacterial infection when viral gene products or bacterial cell wall components are detected by toll-like receptors or by cytosolic sensors of specific nucleic acids (20). Type I IFNs bind to the heterodimeric IFN α/β receptor (IFNAR), which in turn activates a signaling cascade leading to increased expression of many IFN-stimulated-genes (ISG). These ISGs have diverse immunomodulatory effects, including immune cell recruitment, type II IFN production, and immune cell activation (20), opening up many novel IFN-based therapeutic opportunities for cancer treatment (21). Type I IFN signaling supports tumor cell immunosurveillance (22) and impacts the efficacy of certain anticancer therapies, including antibodies against HER2, anthracyclines, checkpoint inhibitors, and lenalidomide (23).

In murine glioma models, CPA can induce immunogenic cell death when administered on a metronomic, medium-dose intermittent chemotherapy (MEDIC) schedule (24, 25), leading to elimination of GL261 gliomas implanted in syngeneic mice and activation of long-term antitumor immunity (26). Other CPA treatment schedules are much less effective at inducing immune cell recruitment in glioma models (27), a finding that was recently validated in breast cancer models (28). CPA given on a MEDIC schedule activates tumor cell–autonomous type I IFN signaling required for CPA-induced immune cell infiltration (19), suggesting cytotoxic drug-induced type I IFN production may serve as a biomarker for the immunogenic potential of cancer cells. However, it is not known whether, and to what extent, IFN-stimulated immune cell recruitment contributes to the tumor regression induced by MEDIC CPA treatment.

Here, we investigate the immunogenic potential of CPA in two tumor models: 4T1, a Balb/c mouse syngeneic mammary carcinoma model for metastatic late-stage breast cancer (29); and E0771, a medullary breast adenocarcinoma formed spontaneously in C57BL/6 mice (30) and model for spontaneous breast cancer (31). Orthotopic E0771 tumors undergo CD8 T cell–dependent tumor regression with specific antitumor immunity when treated with doxorubicin combined with IL2 (32), but immune-based tumor regression induced by chemotherapy alone, including MEDIC scheduling of CPA (24, 25), has not been reported for either model.

We assay these lines for their capacity to mount an IFN response, as indicated by robust IFN-stimulated-gene (ISG) induction following *in vitro* treatment with activated cyclophosphamide or doxorubicin, and we assess the dependence on IFNα/β receptor-1 (IFNAR1) signaling. Furthermore, we investigate the impact of CPA administered on a MEDIC metronomic schedule on tumors implanted orthotopically in syngeneic mice. Our findings reveal a striking immunogenic response to CPA associated with increased expression of hundreds of genes, including many ISGs, and resulting in the near complete regression of E0771 tumors in a manner that is absolutely dependent on the activation of type I IFN signaling–supported immune cell recruitment.

## Materials and Methods

### Tumor Cell Lines

Cell lines were authenticated by and obtained from CH3 BioSystems (E0771, catalog no. 94A001) and ATCC (4T1 cells, catalog no. CRL-2539, RRID:CVCL_0125; B16F10 cells, catalog no. CRL-6475, RRID:CVCL_0159). Cells were not tested for *Mycoplasma*. Typically, cell lines were propagated in culture for fewer than 6–8 passages before cells were discarded and a fresh, early passage cell vial was thawed and used for experimentation. Cells were cultured in RPMI1640 (4T1, E0771) or DMEM (B16F10) medium, 10% FBS, and 1% penicillin-streptomycin at 37°C under a humidified 5% CO_2_ atmosphere. Cells were stained with 0.4% Trypan blue and counted using a Countess Automated Cell Counter (Thermo Fisher Scientific). The breast cancer cells lines used in this study were characterized with respect to their hormone receptor status and as compared with prior reports, as shown in Supplementary Fig. S1. The E0771 cells used in this study were estrogen receptor-α negative, estrogen receptor-β negative, progesterone receptor negative, and Erbb2 (Her2) positive (Supplementary Fig. S1A). 

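In untreated E0771 cells, Erbb2 was the one gene of the receptor set defining this subtype with a clear transcript level. The authors' deposited table lists a group mean of 4.71 FPKM for Erbb2 over 3 control libraries, which places it at percentile 73.9 of all genes in the table. Pgr and Esr2 were listed at 0 in the control group. Esr1 was listed at 0.00782 FPKM, at percentile 40.7. The table gives group means without values per library, so no spread between the control cultures can be shown.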

The same pattern of expression was observed in untreated and drug-treated E0771 cells in cell culture, and in orthotopic E0771 tumors implanted in syngeneic mice. In addition, expression patterns for progesterone receptor and for Erbb2 were similar between 4T1 and E0771 tumor cells, but differed for estrogen receptor-α and for estrogen receptor-β, which were weakly positive in 4T1 cells (Supplementary Fig. S1B), consistent with prior work (33).

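Treatment of cultured E0771 cells left this order of receptor transcripts in place. Mean Erbb2 in the authors' deposited table was 3.41 FPKM with 4HC and 3.87 FPKM with IFNβ. Supplementary Fig. S1A prints 2.70 FPKM under IFNβ, which equals the deposited mean with 4HC and anti-IFNAR1 antibody after rounding. The authors' edgeR comparison gives Erbb2 a log2 ratio of -0.52 with 4HC (adjusted P 0.00054), a decrease smaller than 2-fold, and -0.24 with IFNβ (adjusted P 0.68). Esr1 rose with 4HC in the same table, with a log2 ratio of 2.78 (adjusted P 2.9e-06 by the authors' edgeR), but only to 0.0532 FPKM. Its mean with IFNβ was 0.0228 FPKM (adjusted P 0.25, authors' edgeR). Esr2 was listed at 0.00629 FPKM with 4HC and at 0 with IFNβ, and Pgr at 0 in both groups. Tumors are outside these cell culture libraries and were not analysed here.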

### Cytotoxicity/Chemosensitivity Assay

Cells were seeded in 96-well plates, (catalog no. 10861–666, VWR) at 3,000 cells per well, 1 day prior to treatment with 10^−9^ mol/L to 10^−4^ mol/L chemically activated CPA (4-hydroperoxy-CPA, 4HC; catalog no. 19527, Cayman Chemical) or doxorubicin (catalog no. D1515 Sigma-Aldrich) for 4 hours. Cells were then washed once with PBS (catalog no. BP24384, Fisher Scientific), then cultured for 68 hours in drug-free media. Mitochondrial metabolic rate assay reagent (10 μL; catalog no. G5421, Promega) was added and then incubated at 37°C to assay cell viability. A_490_ was measured every 30 minutes (Synergy H1 plate reader; BioTek Instruments), and the timepoint where untreated cells reached A_490_ = 1.0 was used to generate dose–response viability curves and calculate IC_50_ values by nonlinear curve fitting implemented in GraphPad Prism 8 (RRID:SCR_002798).

### *In Vitro* Drug Treatment

Cells were treated for 4 hours with 4HC or doxorubicin at IC_50_ range drug concentrations using cells seeded the prior day at 50,000 (E0771) or 75,000 cells per well (4T1, B16F10) of a 6-well plate (catalog no. 10861–696, VWR). Cells were then washed once with PBS and incubated in fresh media for a total of 24, 48, and 72 hours after the start of drug treatment, at which time RNA was isolated.

### RNA Isolation and Quantitative PCR

TRIzol Reagent (1 mL; catalog no. 15596018, Invitrogen) was used to extract RNA from approximately 30–200 mg frozen tumor tissue or from cells in one well of a 6-well plate. RNA was resuspended in ultrapure water and quantified (BioTek Synergy H1 plate reader or Qubit 3.0 Fluorometer;catalog no. 15387293, Fisher Scientific). RNA (1 μg) was treated with RNase-free RQ1 DNase 1 (catalog no. M6101, Promega) with a murine RNase inhibitor (catalog no. M0314, New England Biolabs) followed by cDNA synthesis using a High-Capacity cDNA Reverse Transcription kit (catalog no. 466814, Applied Biosystems). qPCR was performed on cDNA samples using *Power* SYBR Green PCR Master Mix (catalog no. 4367659, Applied Biosystems), gene-specific primers (Supplementary Fig. S2; Eton Bioscience) and a Bio-Rad CFX384 Touch Real-Time PCR Detection System. Data for mouse ISGs (Mx1, Cxcl10, Oasl1, Cxcl11, Igtp, Rsad2), and immune marker genes (*Cd8α*, *Nkp46*, *Cd68*, *Ifng*, *Prf1*, *Gzmb*, *Cd11b*, and *Foxp3*) was analyzed by the comparative *C*_t_ method. Gene expression, normalized to 18S RNA content, was presented relative to untreated cells for *in vitro* samples, or to placebo group for *in vivo* tumor samples. Target gene–primers pairs were designed to span two adjacent exons, to be 18–22 bp long with close to 50% G:C content, and to form amplicons 50–150 bp long. Unique primer specificity was verified by extending each primer sequence by 3, 5, 10, 15, and 20 nucleotides and then using the UCSC Genome Browser BLAT tool (RRID:SCR_011919) to confirm a single correct target. Data for culture experiments are presented as mean ± SD with *n* = 2–3 replicate samples. Mouse experiments are presented as mean ± SEM for *n* tumors, as indicated. qPCR primer sequences are shown in Supplementary Fig. S2.

### *In Vitro* IFNβ Treatment

Cells seeded in 6-well plates at 200,000 cells per well were incubated overnight, then treated with recombinant mouse IFNβ1 (catalog no. 581302, BioLegend) at 28, 83, or 250 U/mL for 4 hours. Cells were then washed with PBS, fresh medium was added, and cells were harvested 2 hours later for RNA isolation.

### Poly (I:C) Transfection

Cells were transfected with 1 μg/mL poly (I:C) (catalog no. tlrl-picw, InVivogen) using 6 μg/mL poly-ethylenimine. Cells were seeded overnight in 6-well plates at 50,000 cells/well for E0771 cells and 75,000 cells/well for 4T1 and B16F10 cells. The next day, poly (I:C) (2 μL of 1 mg/mL per well) was mixed with 12 μL of 1 mg/mL poly-ethylenimine and 100 μL of serum-free media and incubated at room temperature for 15 minutes. This solution was added to 1.89 mL of full media and placed in one well of a 6-well plate for 4 hours. Cells were then washed with PBS, followed by addition of fresh media. Cells were collected 20 hours later for RNA isolation.

### *In Vitro* IFN Receptor Antibody Treatment

Cells were treated with 10 μg/mL monoclonal anti-mouse IFNα/β receptor subunit 1 (IFNAR1) antibody (clone MAR1–5A3, BioXCell), which was added to the cells together with 4HC, doxorubicin, IFNβ or poly (I:C), for 4 hours, as above. The culture medium was removed, and the cells were washed once in PBS before adding fresh media containing 10 μg/mL IFNAR1 antibody for an additional 2 to 68 hours prior to harvesting for RNA isolation.

### Conditioned Media Treatment

4T1 and E0771 cells were treated with 4HC (5 μmol/L and 4.2 μmol/L, respectively) as described above and harvested 72 hours later. Conditioned media was collected from these donor cells, transferred to drug-free (naïve) recipient cells seeded overnight in 6-well plates, and incubated for 4 hours. Cells were washed with PBS followed by replacement with fresh media prior to isolation of RNA from the recipient cells 2 hours later.

### Mouse Studies: Tumor Inoculation and CPA Treatment

Mice were treated using protocols specifically reviewed for ethics and approved by the Boston University Institutional Animal Care and Use Committee (protocol no.: PROTO201800698), and in compliance with ARRIVE 2.0 Essential 10 guidelines (34), including study design, sample size, randomization, experimental animals and procedures, and statistical methods. Six-week-old female BALB/c mice (Taconic Farms) and female C57/BL6N mice (Taconic Farms) were purchased as indicated. 4T1 cells (1 × 10^5^) or E0771 cells (2 × 10^5^) resuspended in 0.1 mL PBS were inoculated into the fourth mammary fat pad of BALB/c and C57/BL6N mice, respectively, using a 1 mL syringe (catalog no. 309628, BD Biosciences) with a 5/8-inch–long 26-gauge needle (catalog no. 305115, BD Biosciences). Tumor length and width were monitored every 3 days using a Vernier caliper, and tumor volumes were calculated: Volume = (π/6) x (*L* x *W*)^3/2^. Mice were randomized into treatment and placebo groups when average volumes reached 100–150 mm^3^ (4T1) or 200–250 mm^3^ (E0771). CPA (catalog no. C0768, Sigma-Aldrich) dissolved in sterile PBS and passed through a 0.2-μm filter was then injected intraperitoneally at 0 (vehicle control), 90, 110, or 130 mg/kg, as indicated. CPA injections were repeated every 6 days. Mice were euthanized at specified time points. Tumors were excised, washed with PBS, and flash-frozen in liquid nitrogen after placing approximately 1/3 piece of fresh tumor in 1 mL TRIzol for immediate downstream use, as required.

### Immunodepletion Studies

To deplete CD8 T cells, 0.28 mg of anti-mouse CD8α antibody (clone 53–6.7, catalog no. BE0004–1, BioXCell) or rat IgG (catalog no. I4131, RRID:AB_1163627, Sigma-Aldrich), was diluted in 0.1 mL sterile PBS then given to mice by intraperitoneal injection repeated on days -5, -1, 3, 9, and 15 (c.f., 110 mg/kg CPA treatment beginning on day 0). To achieve IFNAR1 blockade, anti-mouse IFNAR1 antibody or mouse IgG (catalog no. MS-GF-ED, Molecular Innovations) diluted in sterile PBS and injected intraperitoneally (as above) as follows: 1.0 mg on day -1, 0.5 mg on day 0, and 0.25 mg on days 3, 6, 9 and 12, with 110 mg/kg CPA treatment every 6 days, beginning on day 0.

### FACS of Tumor and Blood Samples

Approximately 1/3 of each freshly harvested tumor was dissociated to generate a 0.5 mL single-cell suspension using a Miltenyi Biotec gentleMACS Dissociator (catalog no. 130–093–235,), C-tubes (catalog no. 130–093–237), and Mouse Tumor Dissociation Kit (catalog no. 130–096–730) by using the manufacturer's instructions for “tough” tumor samples. Mouse blood obtained by tail-vein blood collection (20 μL) was placed in a 1.5 mL microcentrifuge tube with 5 μL of 1,000 U/mL heparin sodium (catalog no. H3393, Sigma Aldrich) in 0.9% saline. 1 mL of 1× RBC Lysis Buffer (catalog no. 00–4333–57, Thermo Fisher Scientific) was then added to 25 μL of each sample (dissociated tumor samples or blood samples) and shaken for 20 minutes at 20°C to destroy red blood cells. Cells were then washed with 2 mL PBS and centrifuged at 400 x *g* for 5 minutes, followed by a second wash with 3 mL Protein Extraction Buffer (0.5% BSA, 2 mmol/L EDTA in PBS, pH 7.2). The cells were spun at 400 x *g* spin for 5 minutes and resuspended in 200 μL of Protein Extraction Buffer. 100 μL was removed, mixed with 2 μL of anti-mouse CD16/CD32 antibody (catalog no. 14–0161–85, Thermo Fisher Scientific), and incubated at 4°C for 20 minutes to block nonspecific IgG binding. Anti-mouse CD8α-APC antibody (0.7 μL; catalog no. 20–1886, Clone 2.43, Tonbo Biosciences) was added and then incubated for 10 minutes at 4°C. Cells were then washed with 3 mL of Protein Extraction Buffer, spun for 5 minutes at 400 x *g*, and resuspended in 200 μL Protein Extraction Buffer. Propidium iodide (catalog no. P3566, Thermo Fisher Scientific) was added (20 ng/mL, final concentration), followed immediately by processing on a BD Biosciences FACSCalibur instrument (catalog no. 342975) and analysis using BD CellQuest Pro Software (BD Biosciences). Counted events were first gated by size based on forward scattering and side scattering parameters to omit very large and very small events. The next gate separated living from dead cells by excluding events with a propidium iodide signal. CD8α^+^ cells were then counted by excluding events lacking an APC signal. CD8α^+^ cells were presented as a percentage of total live cells.

### RNA-Seq Library Preparation and Sequence Analysis

Polyadenylated mRNA was isolated from 1 μg of total RNA from cultured tumor cells or excised tumor tissue using NEBNext Poly(A) mRNA Magnetic Isolation Module (catalog no. E7490, New England Biolabs) and the manufacturer's instructions. The resulting polyA-selected RNA was used to prepare RNA-seq libraries using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (catalog no. E7760, New England Biolabs), NEBNext Multiplex Oligos for Illumina Dual Index Primers Set 1 (catalog no. E7600, New England Biolabs), and AMPure XP Beads (catalog no. A63881, Beckman Coulter Inc.) as per the manufacturer's instructions. Cell culture–derived RNA-seq libraries were prepared for *n* = 3 independent cultures for each condition tested, except for vehicle control–treated 4T1 cells, where *n* = 2. Tumor-derived RNA-seq libraries were prepared for *n* = 2–3 independent pools for tumor-extracted RNA for each condition tested, with each pool prepared from *n* = 2–3 independent biological replicate tumors. Libraries were multiplexed and sequenced by Novogene, Inc to an average depth of 28 million (cell culture libraries) or 13 million (tumor-derived libraries) paired-end sequence reads each (Supplementary Table S3). Data were analyzed using an in-house custom RNA-seq pipeline (35), using edgeR (RRID:SCR_012802; ref. 36) to identify differentially expressed genes for each indicated comparison, using the following cutoffs: edge R-adjusted *P* < 0.05, |fold-change| > 2.0, and fragments per kilobase per million reads (FPKM) > 0.5–1.0, as specified. Gene lists were input into the DAVID Bioinformatics Database's Functional Annotation Clustering Tool (https://david.abcc.ncifcrf.gov/home.jsp) to identify functional enrichment clusters with significance scores for each gene list. Data are presented for the top enriched term for each of the top three clusters, along with their Benjamini–Hochberg adjusted *P* values.

### Data Availability

The data generated in this study are available within the article and its Supplementary Data files. High-throughput sequencing data (Fastq files and processed data files) are available for download from Gene Expression Omnibus (RRID:SCR_005012; https://www.ncbi.nlm.nih.gov/geo/) at accession numbers GSE190531, GSE190532, GSE190533, and GSE190534.

## Results

### 4HC Induces a Type I IFN Response in Breast Cancer Lines

4T1 and E0771 breast cancer cells were treated with 4HC, an activated CPA metabolite (37), or with doxorubicin, an established immunostimulatory chemotherapeutic drug (9, 16). Drug exposures were for 4 hours (*t* = 0–4 hours) using IC_50_-range drug concentrations (Supplementary Fig. S3) to mimic *in vivo* exposure to the activated CPA metabolite 4-hydroxy-CPA, which is >90% cleared from mouse circulation within 4 hours of CPA dosing (38). Total cellular RNA was extracted and assayed for changes in the expression of several ISGs. 4HC induced strong increases in all three ISGs examined after a 24–48-hour lag, with responses being stronger in E0771 cells than 4T1 cells (Fig. 1B vs. Fig. 1A). ISG responses to doxorubicin were stronger than responses to 4HC in E0771 cells but were weaker in 4T1 cells. ISG induction was also observed when culture supernatant from 4HC-treated 4T1 and E0771 cells was applied to drug-naïve cells, indicating that the drug-treated cells secrete ISG-stimulatory cytokines (Supplementary Fig. S4), such as the type-I IFNs, IFNα and IFNβ. Weak ISG responses were seen in B16F10 melanoma cells treated with 4HC or doxorubicin at their IC_50_ concentrations (Fig. 1C; Supplementary Fig. S3C). This finding is consistent with the weak immune responses seen in CPA-treated B16F10 tumors implanted in syngeneic mice (39).

**FIGURE 1:**
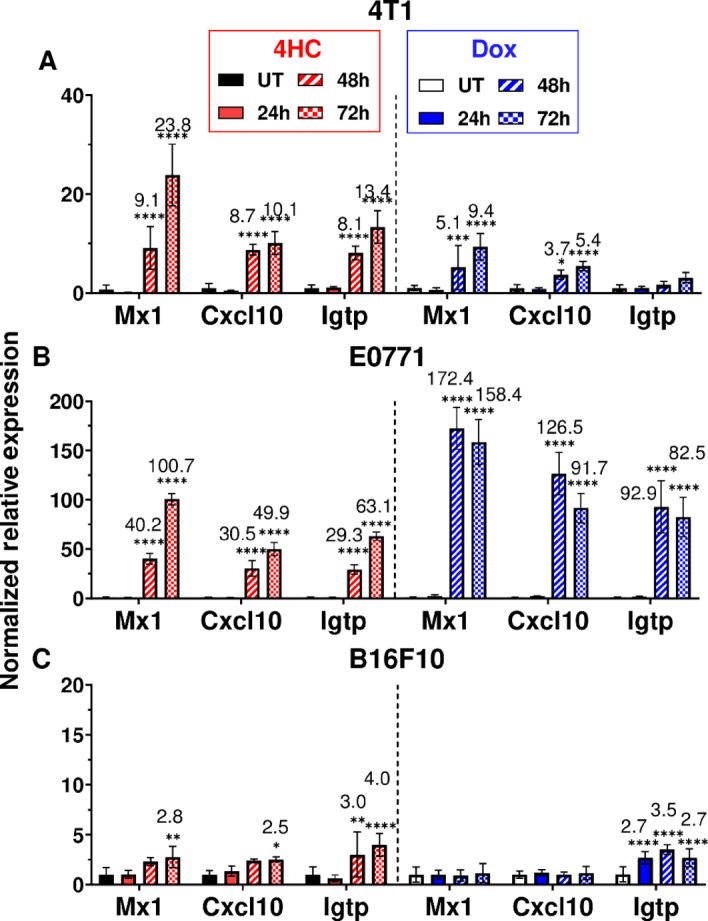
4HC and doxorubicin induction of ISGs in cultured tumor cell lines. **A,** 4T1 cells were treated for 4 hours with IC_50_ range concentrations of 4HC (5 μmol/L) or doxorubicin (2 μmol/L; see Supplementary Fig. S3), followed by removal of drug and further incubation until 24, 48, or 72 hours after initiating drug treatment. RNA was then extracted and analyzed by qPCR for expression of the three indicated ISGs. **B,** E0771 cells were treated with 4HC (4.2 μmol/L) or doxorubicin (1.7 μmol/L) as described in **A**. **C,** B16F10 cells treated with 4HC (20 μmol/L) or doxorubicin (6.6 μmol/L). Data shown are mean ± SD for *n* = 2–3 replicates, with statistical significance determined by two-way ANOVA implemented in GraphPad Prism: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

### ISGs are Induced by Multiple Signaling Pathways in 4HC-Treated Cells

To assess the role of type I IFN signaling in these ISG responses, 4T1 and E0771 cells were treated with 4HC in combination with anti-IFNAR1 antibody under conditions that effectively blocks direct type I IFN responses (Supplementary Fig. S5). In both breast cancer cell lines, anti-IFNAR1 antibody completely blocked 4HC induction of *Igtp*, but only partially inhibited the induction of *Oasl1* and *Cxcl10* (Fig. 2A and B). Thus, IFNAR1 signaling contributes to, but does not entirely explain, the latter two ISG responses to 4HC treatment. To further investigate the underlying mechanism for ISG induction, cells were transfected with the ds-RNA analogue, poly I:C, both with and without anti-IFNAR1 antibody. All three ISGs were induced by poly I:C in both cell lines, but only the 4T1 cell response was completely blocked by anti-IFNAR1 antibody (Fig. 2C and D). Thus, E0771 cells showed a pattern of partial inhibition of ISG induction by anti-IFNAR1 antibody with both 4HC and poly I:C. These findings are consistent with the proposal that 4HC activates a dsRNA-dependent mechanism leading to an increase in type-I IFN production and the observed downstream ISG responses. The partial inhibition by anti-IFNAR1 antibody of *Oasl1* and *Cxcl10* induction indicates these ISGs can also be formed by a type I IFN-independent mechanism in 4HC-treated cells.

**FIGURE 2:**
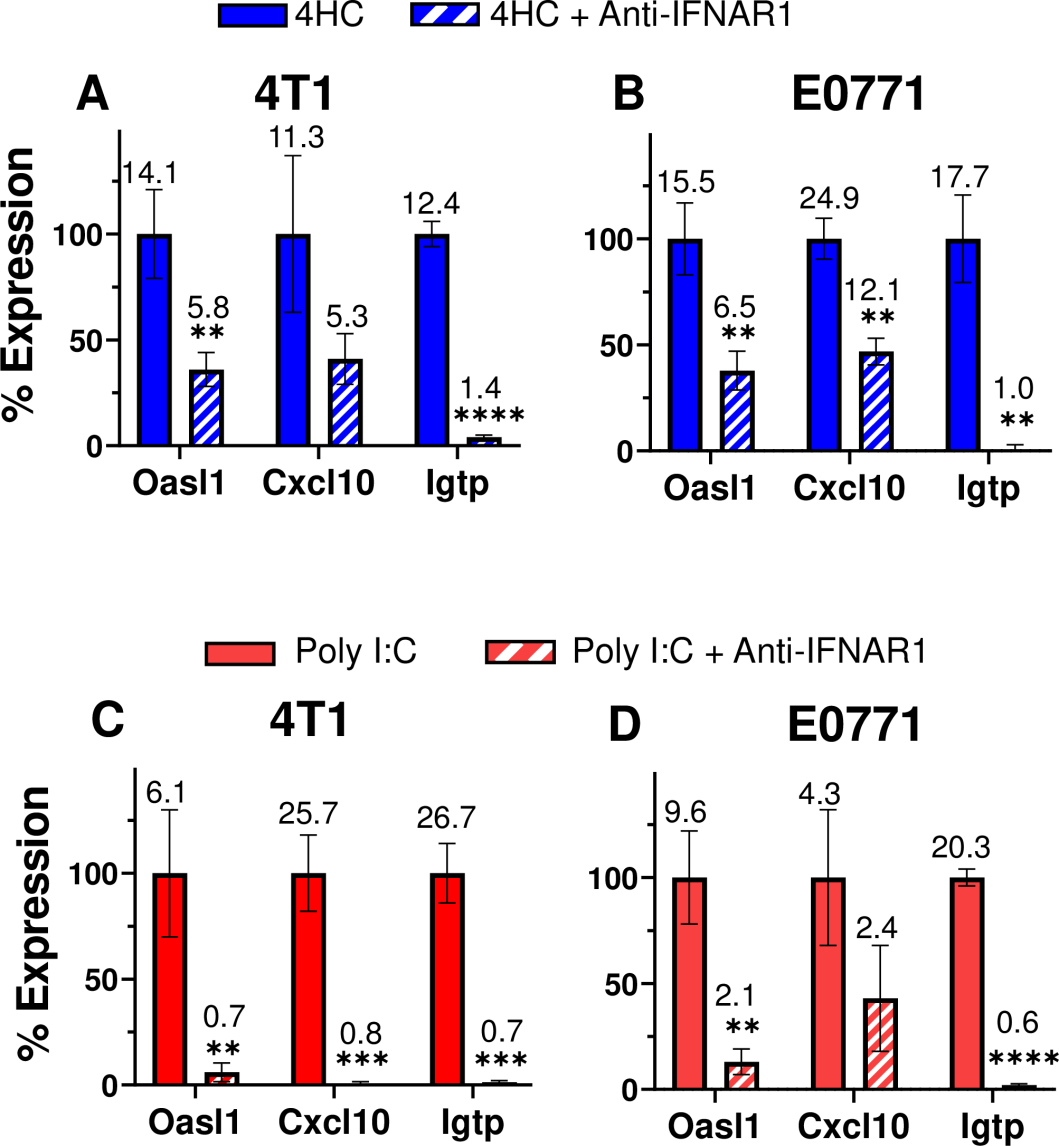
Anti-IFNAR1 antibody Inhibits ISG induction by 4HC or poly (I:C). **A** and **B,** 4T1 and E0771 cells were treated with anti-IFNAR1 antibody (10 μg/mL; Supplementary Fig. S5) in combination with 4HC using the 72-hour time-point protocol of Fig. 1, followed by qPCR analysis for ISG induction. **C** and **D,** 4T1 and E0771 cells were treated with 1 μg/mL poly (I:C) for 4 hours, alone or in combination with anti-IFNAR1 antibody (10 μg/mL), then further incubated for 20 hours in the presence of IFNAR1 antibody followed by qPCR analysis of ISG induction. Data presented are mean ± SD values for *n* = 2–3 replicates, with significance of the effect of antibody assessed by *t* test: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. Percent gene expression was calculated as: ((x ± SD) − (z ± SD))/((y ± SD) − (z ± SD)) × 100%, where x = 4HC or poly (I:C) with anti-IFNAR1 expression value, z = untreated control expression value, and y = 4HC or poly (I:C) alone expression value. Fold change values are listed above each bar. Results shown are representative of at least two or three independent experiments.

### Global Effects of 4HC Exposure

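In cultured E0771 cells, 4HC raised far more transcripts than it lowered by more than 2-fold. Of the expressed genes ranked below, those that rose most were interferon-stimulated antiviral genes together with the growth factor gene Csf2. The experiment compared 4 groups of 3 libraries each: untreated cells, cells given 4HC, cells given 4HC with anti-IFNAR1 antibody, and cells given recombinant IFNβ. 4HC was present at 4.2 μmol/L for 4 hours, alone or with 10 μg/mL of antibody, and cells were collected 72 hours after the start, that is 68 hours after the wash. IFNβ was present at 27.8 U/mL for 4 hours, and the sample labels and Table S3 describe its cells as synchronized with the control cells of the 72-hour point. The paper and its Table S3 place the collection of the IFNβ cells 2 hours after the wash, whereas the protocol text of the sample labels gives 68 hours, and the paper's time is used here. Libraries held 22190025 to 45543552 read pairs.
In the authors' deposited table of 24197 genes, edgeR called 1586 genes higher with 4HC than in control cells at an adjusted P below 0.05 and a change above 2-fold. It called 63 lower at these thresholds, and at any size of change 2579 higher and 1832 lower. Most of the 1586 genes were expressed at very low levels. The authors' calls number 545 when a group mean above 0.5 FPKM is required in either group, and 380 when it must be above 1 FPKM. Gm, Rik, LOC, Mir and Snor symbols were passed over when genes were ranked by ratio. Among the other genes reaching at least 1 FPKM with 4HC, the 10 with the highest ratios in the authors' table were Csf2, Ifi44, Ifi205, Slfn2, Zbp1, Iigp1, Oas1g, Oas2, Ifi47 and Mx2. Oas1g is 1 of several closely similar genes, so its share of the reads is uncertain. Mean Ifi44 in the deposited table was 0.228 FPKM in control cells and 19.5 FPKM with 4HC (log2 ratio 6.38), and mean Zbp1 was 0.145 and 10.7 FPKM (log2 ratio 6.22). Mean Csf2 was 0.00492 FPKM in control cells and 1.14 FPKM with 4HC (log2 ratio 6.90, authors' values).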

RNA-seq was used to characterize the global impact of 4HC exposure on both type I IFN-dependent and type I IFN-independent genes that may potentially contribute to downstream immunostimulatory responses in each breast cancer line. In 4T1 cells, 4HC induced expression of 1,043 genes, of which 388 (37%) also responded to short-term stimulation with recombinant IFNβ, which identifies the latter genes as 4T1 breast cancer type-I ISGs (Fig. 3A). Similarly, in E0771 cells, 188 (34%) of 568 genes induced by 4HC were also induced by IFNβ (Supplementary Table S1). 

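Most genes called higher with IFNβ in E0771 cells were also called higher with 4HC, whereas most genes called higher with 4HC were not called with IFNβ. In the authors' deposited table, edgeR called 292 genes higher with IFNβ than in control cells, and 235 of them were also called higher with 4HC. This overlap is 80.5% of the IFNβ-induced genes and 14.8% of the 4HC-induced genes. Lists of these sizes drawn at random from the table would share 19.1 genes, and part of the excess may come from the control libraries that both comparisons use. No gene called in both comparisons moved in opposite directions, which says little. Only 63 genes were called lower with 4HC and 12 with IFNβ, and both comparisons use the same control libraries. The IFNβ cells were collected 2 hours after the wash, by the paper's time, and the 4HC cells 68 hours after it. Genes called with 4HC alone could thus still respond to IFNβ at another time or dose, which these libraries cannot show. Of the 1351 genes called with 4HC and not with IFNβ, 27 (2.00%) were higher with IFNβ at an adjusted P below 0.05 by the authors' edgeR when any size of change counts, and the difference between the treatments was not tested.
The share of the 4HC response depends on how many weakly expressed genes are counted. Among the 11053 genes with a mean above 0.5 FPKM in the control, 4HC or IFNβ group, 188 of the authors' 557 genes higher with 4HC were also higher with IFNβ (33.8%), and among genes above 1 FPKM in any of these groups, 165 of 393 (42.0%). Genes of the overlap rose by a median log2 ratio of 2.99 with 4HC and of 3.24 with IFNβ, computed here from the authors' ratios. The 57 genes called with IFNβ alone still had a median log2 ratio of 0.75 with 4HC, and 56 of them had a ratio above 1. Usp18 shows the shared response, with authors' means of 1.23 FPKM in control cells, 47.4 FPKM with 4HC and 115 FPKM with IFNβ.
Genes called with 4HC alone include chemokines, targets of NF-kB and stress genes. The deposited means of Ccl5 were 3.04 FPKM in control cells, 58.0 FPKM with 4HC and 2.71 FPKM with IFNβ, and those of Saa3 were 0.391, 9.99 and 0.227 FPKM. Hmox1 was listed at 28.9 FPKM in control cells, 178.0 FPKM with 4HC and 37.6 FPKM with IFNβ, and Atf3 at 1.68, 12.9 and 2.73 FPKM. Of 25 NF-kB targets listed before the data were examined, the authors' calls put 17 higher with 4HC and 2 higher with IFNβ, and of 37 p53 targets 8 and 1. Of 30 chemokine genes, 17 were called higher with 4HC and 3 with IFNβ in the authors' table, of which 10 and 3 had a mean above 0.5 FPKM in either group. The paper classes genes that respond to both 4HC and short-term IFNβ as type I ISGs of the cell line.

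**Figure D1:**
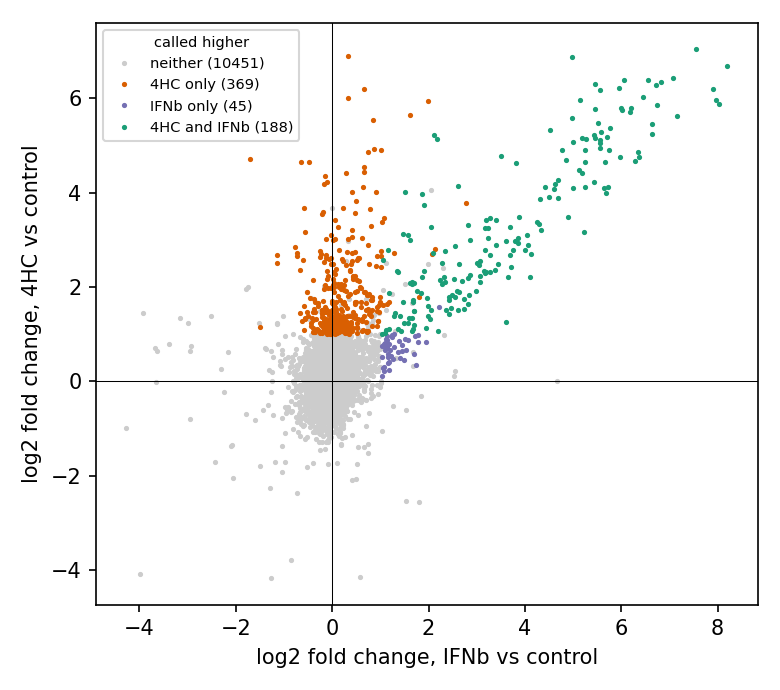
log2 ratios of the authors' deposited table for 4HC against control and IFNβ against control in E0771 cells, for 11053 genes above 0.5 FPKM in the control, 4HC or IFNβ group. Colors mark genes the authors' edgeR test called higher (adjusted P below 0.05, above 2-fold) with both treatments (188), 4HC alone (369), IFNβ alone (45) or neither (10451).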

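Antiviral and interferon-stimulated genes gave the most complete responses of the gene families examined in E0771 cells. In the authors' deposited table, all 51 members of a list of core type I ISGs, fixed before the data were examined, were called higher both with 4HC and with IFNβ, with median log2 ratios of 3.48 and 4.25. Of 10 genes of the 2-5 oligoadenylate pathway, 9 were called higher with each treatment. All 20 interferon-inducible GTPases were called higher with 4HC and 18 of them with IFNβ. Among 25 genes for nucleic acid sensing and interferon production, the authors' edgeR called 15 higher with 4HC and as many with IFNβ. Irf7 had deposited means of 1.21 FPKM in control cells, 30.9 FPKM with 4HC and 43.8 FPKM with IFNβ, and Isg15 of 5.11, 117.6 and 171.7 FPKM.
In antigen presentation, 16 of 25 MHC class I genes were called higher with 4HC and 15 with IFNβ in the authors' table. Mean B2m was 117.5 FPKM in control cells, 445.9 FPKM with 4HC and 257.4 FPKM with IFNβ (authors' means). Of 9 MHC class II genes, 3 were called with 4HC and 0 with IFNβ. Cd74, the 1 of these calls with a mean above 0.5 FPKM, was listed at 0.348 FPKM in control cells, 5.85 FPKM with 4HC and 0.440 FPKM with IFNβ. Of 21 interferon genes, the authors' test called Ifnb1 alone, with 4HC and not with IFNβ. Mean Ifnb1 was 0.00660 FPKM in control cells, 0.820 FPKM with 4HC and 0.0120 FPKM with IFNβ, and the authors' edgeR gives the 4HC ratio an adjusted P of 7.1e-18.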

Top functional annotation clustering terms include innate immunity and virus response (Fig. 3A; Supplementary Table S2), consistent with 4HC inducing many type I IFN response genes in both breast cancer lines. 

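Antibody to the type I IFN receptor removed most of the 4HC response of IFNβ-inducible genes in E0771 cells. Most other 4HC-induced genes, 1156 of 1351, kept more than 50% of their induction. No group was given a control antibody, so an effect of antibody as such cannot be told apart from block of the receptor. In the authors' deposited table, edgeR called 148 genes lower and 0 higher with 4HC and anti-IFNAR1 antibody than with 4HC alone. With no fold change threshold it called 153 lower and 0 higher, so few decreases smaller than 2-fold were called. Some larger decreases were not called either, such as that of Ifi205 (log2 ratio -1.80, adjusted P 0.20 by the authors' edgeR). A gene not called lower is thus not shown to be unaffected. The table lists adjusted P values only, so no count at an unadjusted P can be given. Of the 235 E0771 genes induced by both 4HC and IFNβ, the authors' test called 137 lower with the antibody (58.3%), and 138 when any size of decrease is counted. Among overlap genes above 0.5 FPKM in the control, 4HC or IFNβ group the number was 131 (69.7%), and above 1 FPKM it was 121 (73.3%). Lower fold thresholds for all lists give lower shares, 147 of 322 genes at 1.5-fold (45.7%) and 148 of 361 at any size of change (41.0%). Of the 1351 genes induced by 4HC alone, 4 were called lower: Fbxo39, Ifi27l2b, Fap and Cxcl11. All lay under 0.5 FPKM in every group, and Fbxo39 and Ifi27l2b were named after their values were seen. Their log2 ratios with IFNβ were 4.85, 2.46, 2.84 and -0.43 in this order, none of them called. A lack of response to IFNβ is thus not shown for Fbxo39, Ifi27l2b and Fap. Of 37 genes that Table S2 files under defense response to virus, a list the study drew from these libraries, 32 were called lower.
The percent of the 4HC induction left under antibody, computed here from the authors' group means with the formula of the Fig. 2 legend, had a median of 18.5% over the genes induced by both 4HC and IFNβ (interquartile range 7.43% to 43.4%). Over genes induced by 4HC alone the median was 87.2% (64.1% to 113.7%). The genes are not independent replicates, and group means carry no SD here. Igtp kept 6.38% of its induction, Mx1 9.65%, Oasl1 26.2%, Rsad2 34.0% and Cxcl10 63.2%. The deposited means of Igtp were 0.558 FPKM in control cells, 14.5 FPKM with 4HC and 1.45 FPKM with added antibody, and the authors' edgeR gives this decrease an adjusted P of 8.1e-17. For Oasl1 they were 0.667, 12.0 and 3.64 FPKM (adjusted P 2.1e-05, authors' edgeR). For Cxcl10 they were 1.04, 28.6 and 18.5 FPKM, and the authors' edgeR did not call the decrease (adjusted P 1). Oas2, listed at 0.252, 16.2 and 0.263 FPKM, returned to its control level. Among genes of at least 1 FPKM with 4HC, Gm, Rik and similar symbols aside, it had the largest decrease, with a log2 ratio of -5.94.
Part of the IFNβ-inducible set also stayed above its untreated level in the presence of the antibody. Of the 235 genes, 104 were still called higher with 4HC and antibody than in control cells in the authors' table, and 50 kept more than 50% of their induction. Ccl2 kept 87.5% of its induction, with authors' means of 8.06 FPKM in control cells, 71.5 FPKM with 4HC, 63.6 FPKM with added antibody and 23.5 FPKM with IFNβ. Fas kept 87.1%.

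**Figure D2:**
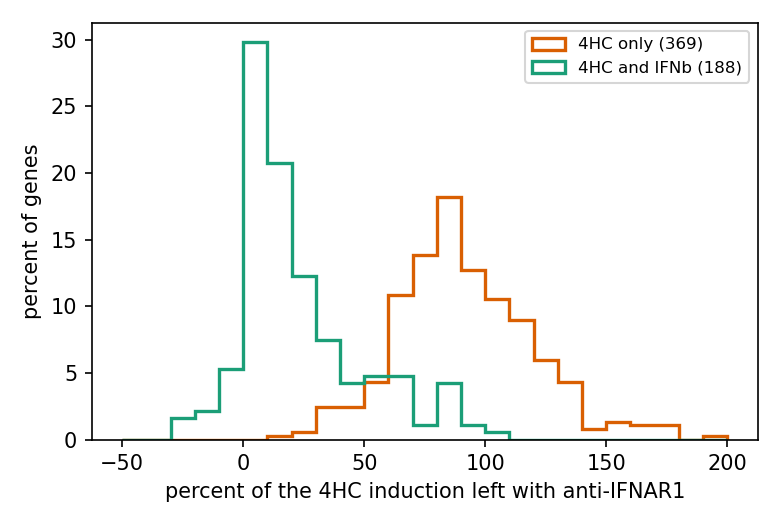
Percent of the 4HC induction left with anti-IFNAR1 antibody in E0771 cells, computed from the authors' group mean FPKM, for genes above 0.5 FPKM in the control, 4HC or IFNβ group that the authors' edgeR test called higher with 4HC alone (369 genes) or with both 4HC and IFNβ (188 genes).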

Further supporting the proposed activation of type I IFN signaling by 4HC in both models, we identified 110 genes induced by both 4HC and IFNβ in both cell lines, and for 97 of these genes, anti-IFNAR1 antibody significantly inhibited gene induction by 4HC (Supplementary Table S1C). Finally, in 4T1 cells but not E0771 cells, many other genes were suppressed by 4HC, with enrichment for mRNA splicing and ribosome biogenesis. 

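Few E0771 genes fell more than 2-fold with 4HC, and no member of fixed lists for mRNA splicing or ribosome biogenesis was among them. Of the genes the authors' edgeR called lower with 4HC in their deposited table, 43 had a mean above 0.5 FPKM and 34 a mean above 1 FPKM in either group. With IFNβ it called 12 genes lower, 6 and 4 of them above these levels, and 1 gene was lower with both treatments. Gm, Rik and similar symbols were passed over in this ranking too. Among the other genes of at least 1 FPKM in control cells, the 5 with the lowest ratios in the authors' 4HC comparison were Cd248, Selenbp1, Ankrd37, Myl9 and Fads2. The deposited means of Cd248 were 5.84 FPKM in control cells, 1.71 FPKM with 4HC and 1.85 FPKM with added anti-IFNAR1 antibody, and those of Selenbp1 were 13.9, 4.28 and 4.48 FPKM. Slc26a11 fell with IFNβ from 2.05 to 0.832 FPKM (authors' means), and no other gene of at least 1 FPKM in control cells was called lower once Gm, Rik and microRNA symbols are passed over.
Of 45 mRNA splicing genes and 45 ribosome biogenesis genes, the authors' edgeR called 0 lower by more than 2-fold with 4HC, but 23 and 13 of them were lower at any size of change. Their median log2 ratios with 4HC, computed here from the authors' values, were -0.30 and -0.24. Random lists of genes at similar expression had medians of -0.18 and -0.16, which puts splicing at percentile 0.09 and ribosome biogenesis at 3.19. The 14 control genes had a median of -0.27 (random lists -0.18, percentile 8.53), and 6 of them were lower at any size of change in the authors' table. Srsf2 was listed at 123.6 FPKM in control cells and 83.5 FPKM with 4HC (log2 ratio -0.62, adjusted P 8.4e-06 by the authors' edgeR), and Utp20 at 10.7 and 7.23 FPKM (log2 ratio -0.62, adjusted P 1.5e-06 by the authors' edgeR). With IFNβ, 0 members of either list were called in either direction at any size of change, and their median log2 ratios were 0.09 and 0.09. The paper proposes that 4HC activates type I IFN signaling in both cell lines, first from qPCR of ISGs with conditioned medium, antibody and poly I:C. It takes the shared IFNβ response and the effect of the antibody in RNA-seq as further support.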

Notably, 85 of these genes were also suppressed by IFNβ treatment (Fig. 3B; Supplementary Tables S1 and S2).

**FIGURE 3:**
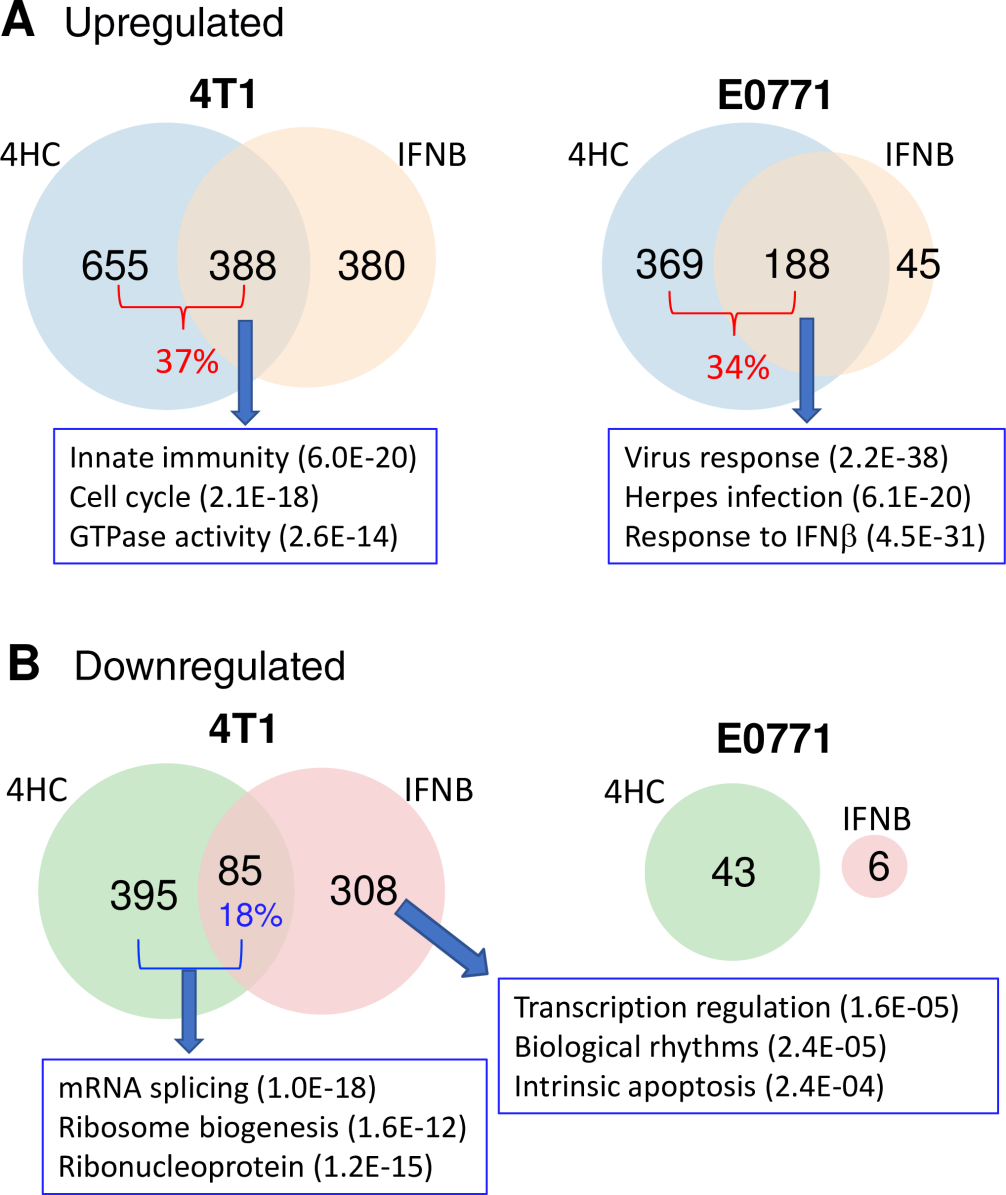
Gene responses to 4HC and IFNβ in cultured 4T1 and E0771 cells: RNA-seq analysis. Venn diagrams showing numbers of genes induced (**A**) or repressed (**B**) in cells treated with 4HC (4-hour exposure, harvest 68 hours later, as in Fig. 1) or recombinant IFNβ (4-hour exposure, 2-hour harvest 2 hours later) based on a >2-fold change in expression at FDR < 0.05. Full gene lists are shown in Supplementary Table S1. Top functional annotation clustering terms for the indicated gene sets, and their enrichment significance, are shown in boxes. The full DAVID analysis is presented in Supplementary Table S2.

### Metronomic CPA Induces 4T1 Tumor Growth Stasis

We investigated the impact of CPA treatment on growth of implanted 4T1 tumors, ISG expression, and immune cell recruitment. Female BALB/c mice with orthotopic 4T1 tumors were treated with CPA (130 mg/kg) or placebo (PBS) on an intermittent metronomic, 6-day repeating schedule (MEDIC schedule; ref. 24). CPA dramatically reduced the rapid growth seen in drug-free tumors (placebo group) within one treatment cycle, inducing growth stasis that persisted through 7 cycles (Fig. 4A). When treatment was halted after 4 CPA cycles, tumor growth resumed 12 days later (Fig. 4A, day 36). Analysis of total tumor RNA extracted after 2, 4, and 7 CPA cycles revealed that the ISGs *Cxcl10* and *Mx1* were initially upregulated but returned to baseline after discontinuation of CPA treatment (Fig. 4B). We evaluated tumor immune cell infiltration by monitoring changes in the expression of *Cd8a*, *Cd68,* and *Nkp46,* immune cell markers for cytotoxic T cells, macrophages, and natural killer cells, respectively. *Cd8a* showed a 6-fold increase peaking after 2 cycles then decreased with further CPA treatment, perhaps reflecting CPA-induced immune cell cytotoxicity. Similarly, *Cd68* increased 3-fold after 4 cycles then declined, while *Nkp46* showed no significant changes in expression at any time point (Fig. 4C). The immune cell effector markers *Ifng*, *Prf1* and *Gzmb* also showed peak induction after 2 CPA cycles then decreased with further treatment.

**FIGURE 4:**
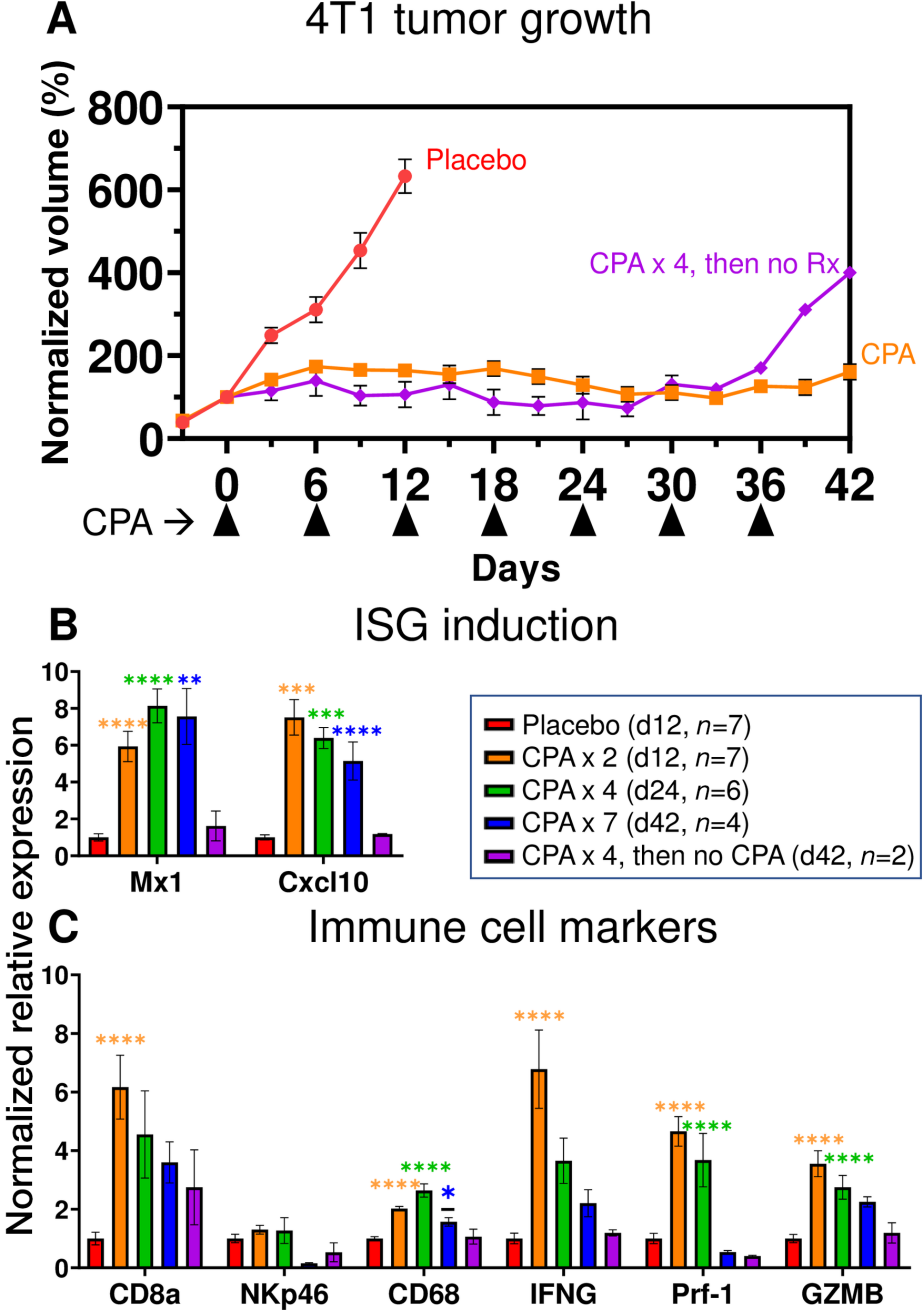
4T1 tumor growth and gene expression changes induced by CPA treatment. **A,** 4T1 cells were implanted orthotopically in 6-week-old female BALB/c mice, then treated with 130 mg/kg CPA or PBS (placebo) on a 6-day metronomic schedule once mean tumor volumes reached 100–150 mm^3^. Shown are group tumor volumes (mean ± SEM) normalized to the volume on the first day of CPA treatment (day 0). Mice were euthanized and tumors excised for qPCR analysis of tumor RNA (**B** and **C**) on treatment days 12, 24, and 42, with *n* tumors/group, as indicated (box). Thus, the curve marked CPA represents 17 tumors through day 12, then 10 tumors through day 24, and then 4 tumors through day 42 (7 CPA treatment cycles). Data indicate exponential growth of placebo group versus growth stasis through 7 CPA treatment cycles. Tumors began to regrow by day 36 when CPA was halted after four treatment cycles. **B** and **C,** qPCR analysis of ISGs and immune cell marker genes in tumor cell RNA. CPA induced tumor ISG expression after 2, 4, and 7 treatment cycles, but the induction was reversed when treatment was halted after 4 cycles. CPA induction of cytotoxic effector expression and immune cell infiltration were reduced or lost with prolonged treatment. Significance (one-way ANOVA): *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

These findings were validated by RNA-seq analysis of total tumor RNA across the time course, which identified hundreds of treatment-induced gene responses. Innate immunity, immune response, and cellular response to IFNβ represent the top Functional Annotation Clusters of upregulated genes after 2, 4, and 7 CPA treatment cycles (Supplementary Table S4). Notably, these immune response gene clusters were not found in the regrowing tumors when CPA treatment was halted after 4 cycles (Supplementary Table S4). Thus, in 4T1 tumors, metronomic CPA activated a transient immune response associated with tumor growth stasis.

### Metronomic CPA Induces Robust E0771 Tumor Regression and Immune Cell Recruitment

Major regression of E0771 tumors was seen within 2 CPA treatment cycles (Fig. 5A), in contrast to the growth stasis response of 4T1 tumors. ISG induction was comparatively weak; it was first seen on day 2, peaked on day 3, then declined and was undetectable by day 12 (Fig. 5B). Importantly, ISG induction was followed by strong immune cell recruitment by days 6 and 12 (Fig. 5C). Tregs (*Foxp3*) initially decreased at day 2 before returning to basal levels by day 6 (Fig. 5C).

**FIGURE 5:**
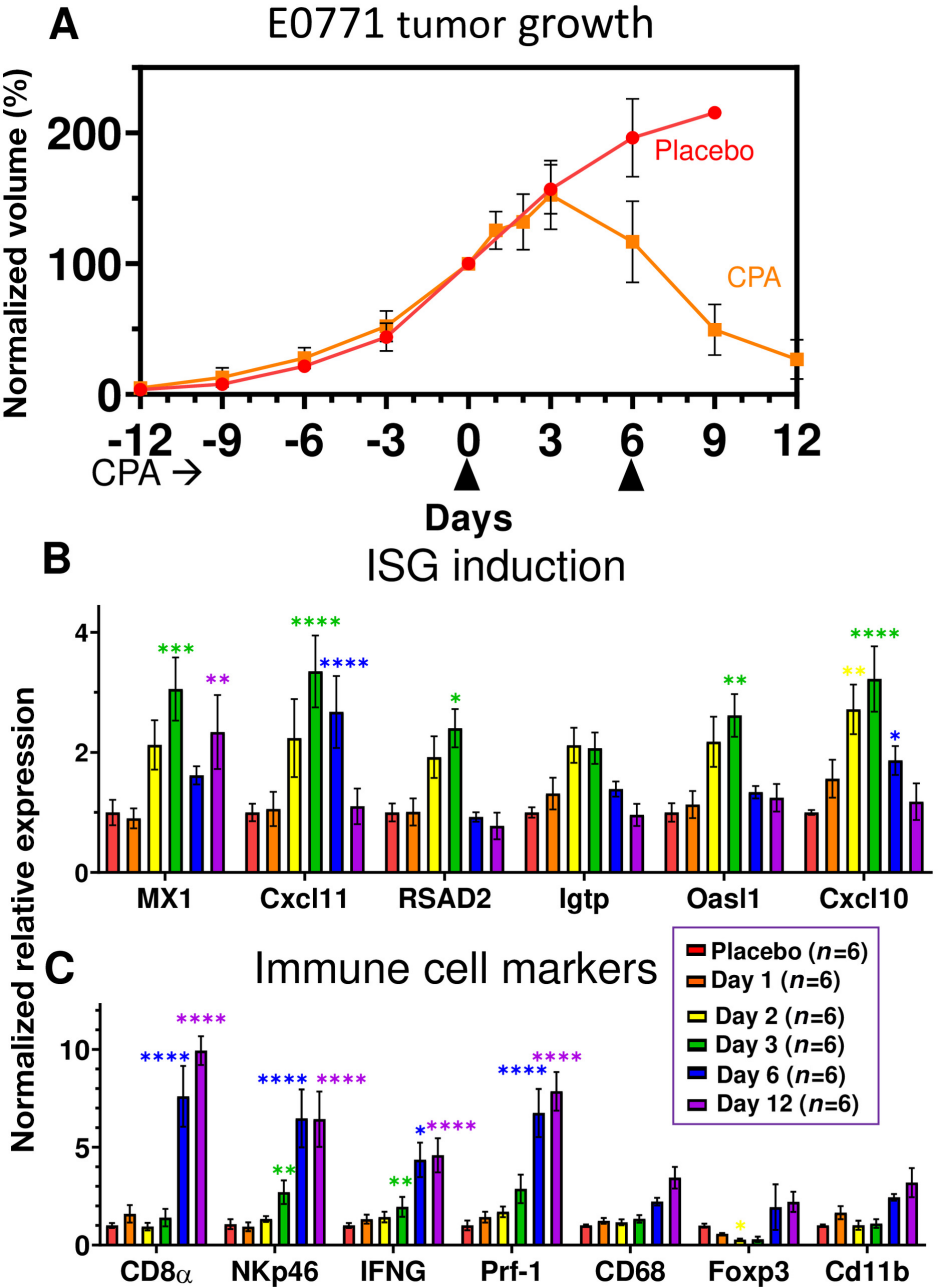
Tumor growth and gene expression changes in CPA-treated E0771 tumors. **A,** Impact of metronomic CPA treatment (110 mg/kg per injection; arrowheads along *x*-axis) on E0771 tumor growth. Data shown are mean ± SEM tumor volumes for *n* = 6 tumors per group, normalized to 100% of the day 0 volume. **B** and **C,** qPCR analysis as in Fig. 4. The weak induction of ISGs was highest three days after the first CPA dose, at which time immune cell infiltration and cytotoxic effectors were first increased and then maintained through day 12. Increases in macrophages and dendritic cells (*Cd11b*) were significant by *t* test but not by ANOVA. Significance versus placebo group (two-way ANOVA): *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

E0771 tumor RNA-seq analysis revealed an interesting pattern: there were relatively few gene expression changes during the first 3 days after CPA treatment, followed by large numbers of treatment-responsive genes on days 6 and 12 (i.e., after 1 and 2 treatment cycles; Fig. 6A). Genes were grouped by whether their response to treatment was early (days 1–3) or late (days 6, 12), and whether the response was sustained through day 12 or was not (i.e., transient; Fig. 6B; Supplementary Table S5A and S5B). Top functional annotation clusters included innate immunity for both early-transient and late upregulated genes, whereas inflammatory response was a top cluster term for early-sustained induced genes (Supplementary Table S5C–S5F). Comparison to the set of 188 type I IFN response genes identified in cultured E0771 cells (Fig. 3A; common response to 4HC and IFNB) revealed a striking, 61-fold enrichment in the set of 73 early-transient (induced) genes, 52 (71%) of which were in the 188 gene set (*P* < E-05 vs. background set of all expressed genes; Fisher exact test). The type I IFN response genes showed no enrichment in the early-sustained induced gene set (0 of 56 genes) and marginal enrichment in the late induced gene set (35 out of 1,666 genes; 1.38-fold enrichment, *P* = 0.09; Fig. 6B). Thus, CPA induces an early type I IFN response that is not sustained through day 12, by which time there is major immune cell infiltration (Fig. 5C) and a 14-fold increase in the overall number of differentially expressed genes (Fig. 6A). Early-sustained downregulated genes were enriched for sterol and lipid metabolism, while the large set of late down genes was enriched for cell-cycle and transcriptional regulation terms (Supplementary Table S5G and S5H).

**FIGURE 6:**
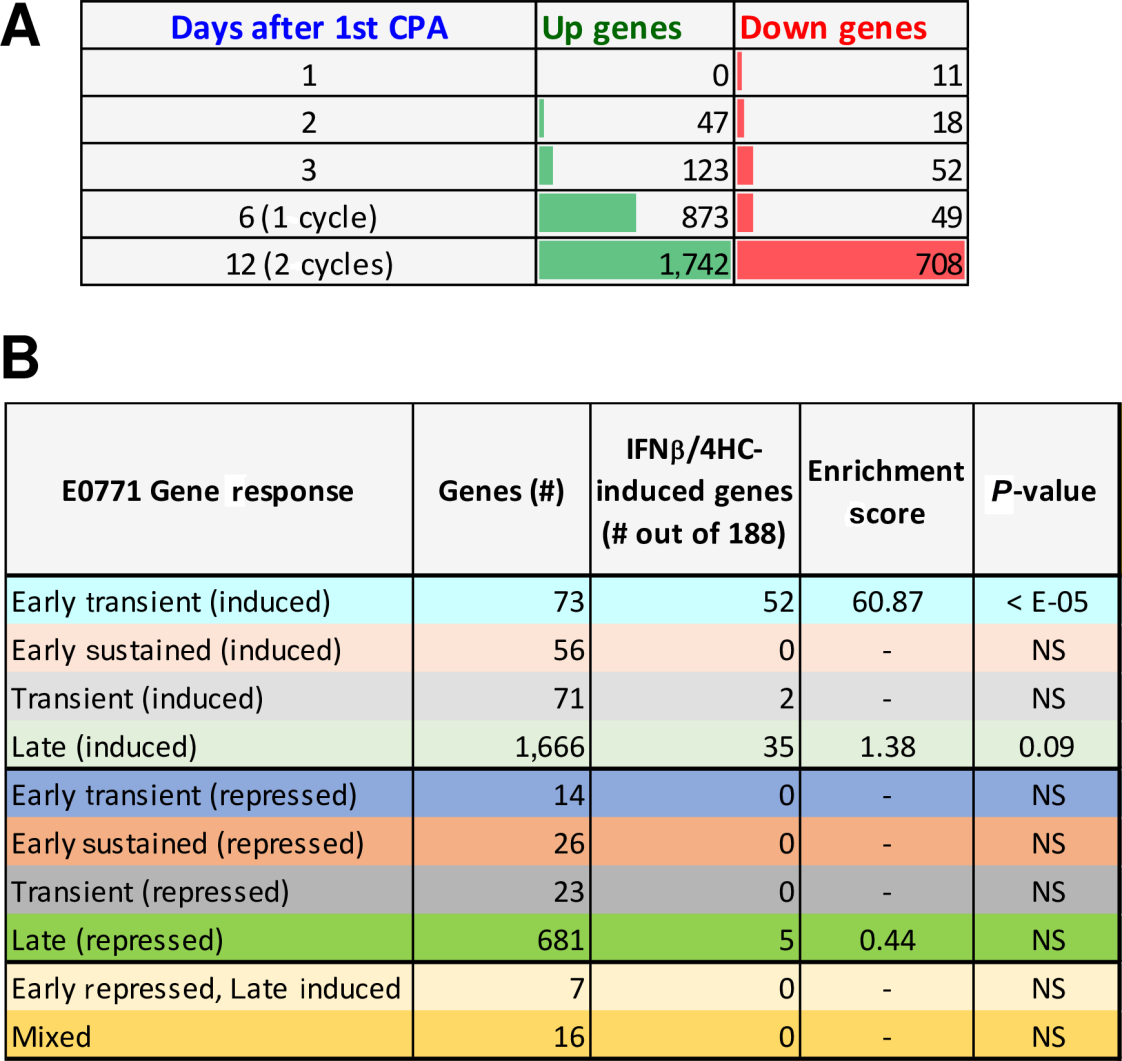
E0771 tumor RNA-seq. **A,** Number of genes showing significant upregulation or down regulation at each of five time points of metronomic CPA treatment. A total of 2,633 genes met the thresholds for a significant response (fold-change > 2 at edgeR-adjusted *P* < 0.05) at one or more time points (Supplementary Table S5A). **B,** The set of 2,633 responsive genes was classified based on the time course of response, as detailed in Supplementary Table S5B. Each set was analyzed for overlap with the set of 188 genes that were up regulated by both 4HC and IFNB in cultured E0771 cells (Fig. 3B), and enrichment scores with significance by Fisher exact text calculated compared to a background set of all genes expressed at FPKM > 1, as shown in Supplementary Table S5B.

Finally, Alas2, a heme biosynthetic enzyme, and 6 hemoglobin genes (most notably four hemoglobin-beta genes) were strongly downregulated by CPA on days 1–3, but then strongly upregulated after 2 treatment cycles (Fig. 6B; Supplementary Table S5I). Hemoglobin-beta contributes to breast cancer neoangiogenesis and metastasis by a tumor cell protective antioxidant mechanism (40, 41), but also becomes a dominant self-antigen target of CD8 T cells in tumor pericytes following IL12 immunotherapy (42).

### E0771 Tumor Regression Requires CD8^±^ T Cells

Next, we used an immune-depletion strategy to ascertain the role of CD8 T cells in metronomic CPA-induced E0771 tumor regression. To minimize the direct effects of CPA cytotoxicity and maximize possible immune system contributions, we decreased the CPA dose from 130 mg/kg to 110 mg/kg, which was effective at inducing tumor regression, ISG induction, and immune cell recruitment (Supplementary Fig. S6). Anti-mouse CD8α antibody, or control IgG, was administered to E0771 tumor-bearing mice beginning 5 days before the first CPA treatment on day 0. FACS analysis confirmed the depletion of circulating CD8 T cells by day 1, which persisted for at least 5 weeks after the last antibody injection on day 15 (Supplementary Figs. S7 and S8). Moreover, in contrast to the near-complete tumor regression achieved in the CPA + control IgG group, an extended period of tumor growth stasis followed by robust tumor regrowth was evident in mice receiving CPA + anti-CD8α antibody (Fig. 7A). We conclude that CD8 T cells are essential for CPA-induced tumor regression, and in their absence, E0771 tumors escape the cytotoxic effects of CPA treatment.

**FIGURE 7:**
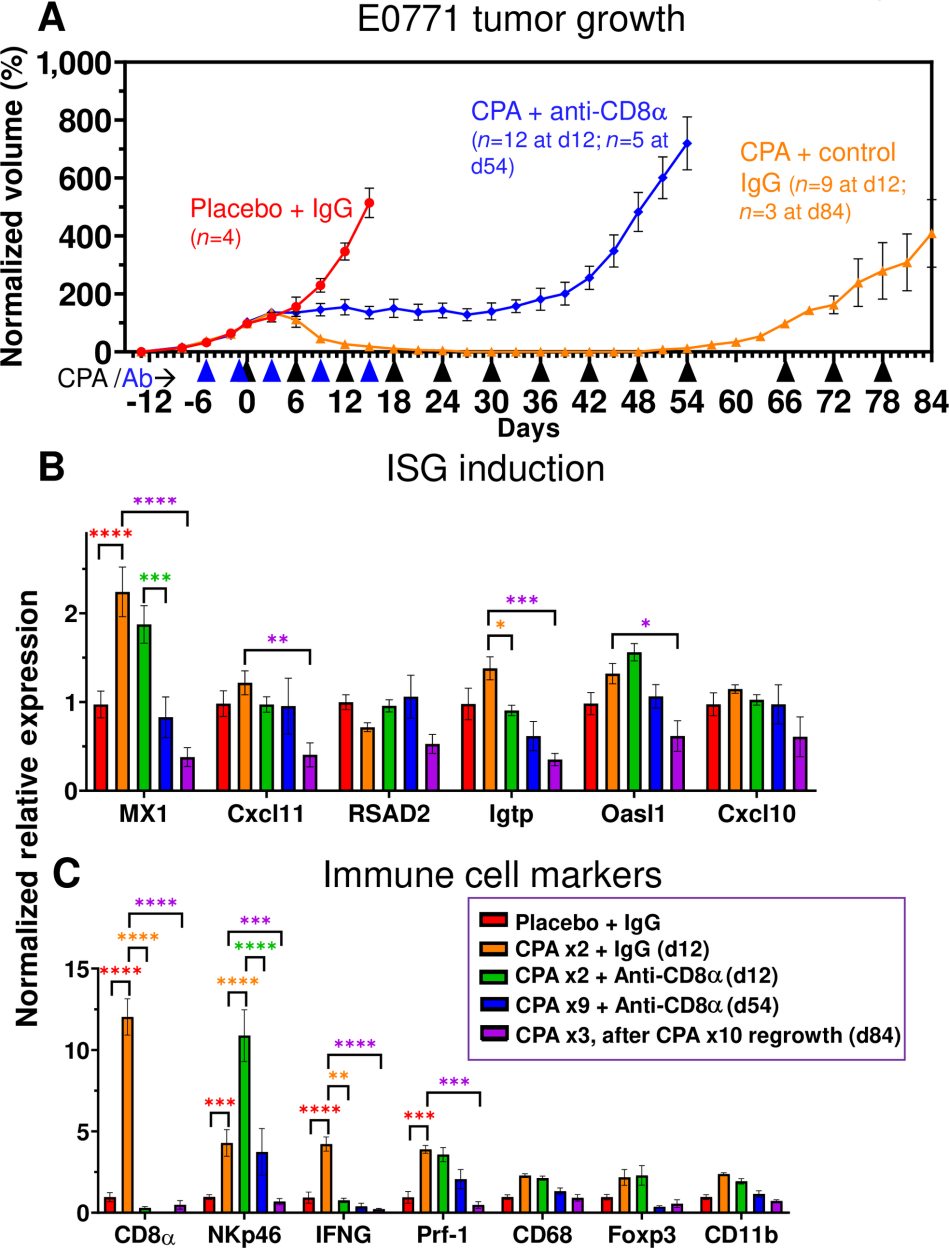
Impact of CD8α immunodepletion on CPA-induced E0771 tumor regression and immune cell recruitment. **A,** E0771 tumors were treated with CPA every 6 days at 110 mg/kg (black arrowheads along *x*-axis), alone or in combination with anti-CD8a or control IgG (blue arrowheads). Tumor volumes were normalized to the percent of day 0 volume ( = 100). By day 12, the placebo + control IgG, CPA + control IgG, and CPA + anti-CD8α groups showed three distinct growth patterns: exponential growth, tumor regression, and tumor stasis, respectively. Tumors treated with CPA + anti-CD8α resumed growth by day 42. CPA-regressed tumors eventually regrew and became resistant to CPA treatment. Data shown are mean ± SEM volumes for *n* = 4 tumors for the placebo + IgG group, *n* = 5 for CPA + IgG (d12), *n* = 3 for CPA + IgG (d84), *n* = 7 for CPA + anti-CD8α (d12) and *n* = 5 for CPA + anti-CD8α (d54). **B,** ISG induction was weak in all groups, but the regrowing CPA-resistant tumors showed decreased ISG expression. **C,** Anti-CD8α antibody prevented CPA-induced CD8 T-cell infiltration and IFNG production, but NK-cell infiltration increased. Significance (two-way ANOVA): *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

CPA induction of the ISG *Mx1* was unaffected by anti-CD8α antibody, as was expected given the expectation that ISG gene induction occurs upstream of immune cell infiltration. Other ISGs, whose induction by CPA in E0771 tumors was transient (seen on days 2, 3, and 6, but not day 12; Fig. 5B), were not induced in the day 12 tumor samples (Fig. 7B). Importantly, anti-CD8α antibody abolished the increase in tumor-infiltrating CD8 T cells (*Cd8a*), as well as the increase in *Ifng*, which is produced by tumor-infiltrating CD8 T cells and could be an important contributor to tumor regression. Surprisingly, the induced expression of the NK-cell marker *Nkp46* was further augmented by anti-CD8α, while *Prf1*, which is produced by both CD8 T cells and NK cells, showed no net change in expression (Fig. 7C).

Regrowth of the regressed CPA + control IgG–treated tumors became apparent once CPA treatment was discontinued on day 60, after which the tumors became resistant to further CPA treatment (Fig. 7A). The expression of *Mx1* decreased below basal levels in the regrowing tumors (Fig. 7B), as did that of *Cd8a*, *Nkp46* and the cytotoxic effectors *Ifng* and *Prf1* (Fig. 7C), which may contribute to the emerging resistance to CPA. Together, these findings provide strong support for the conclusion that metronomic CPA-induced recruitment of CD8 T cells is essential for E0771 tumor regression.

### Role of Type I IFN Signaling in CPA-Induced Immune Cell Recruitment and Tumor Regression

We used an inhibitory IFNAR1 antibody to determine the functional role of type-I IFN signaling and the impact of the transient, downstream induction of ISGs on CPA-induced immune cell recruitment and tumor regression. Mice bearing E0771 tumors were given anti-mouse IFNAR1, or control IgG, beginning 1 day prior to the first CPA treatment on day 0 (Fig. 8A). Remarkably, the major tumor regression seen by day 12 in the CPA + control IgG mouse group was fully blocked in all 16 mice given CPA + anti-IFNAR1 antibody. Furthermore, robust tumor growth persisted in 5 of the 8 mice that we continued to monitor after anti-IFNAR1 treatment was halted on day 12, and only moderate regression was observed in the 3 other mice, despite ongoing CPA treatment. This result contrasts to the growth static response to CPA seen in CD8 T cell–depleted tumors (Fig. 7) and indicates that direct CPA tumor cell cytotoxicity has limited impact on tumor growth in the absence of IFNAR1 signaling.

**FIGURE 8:**
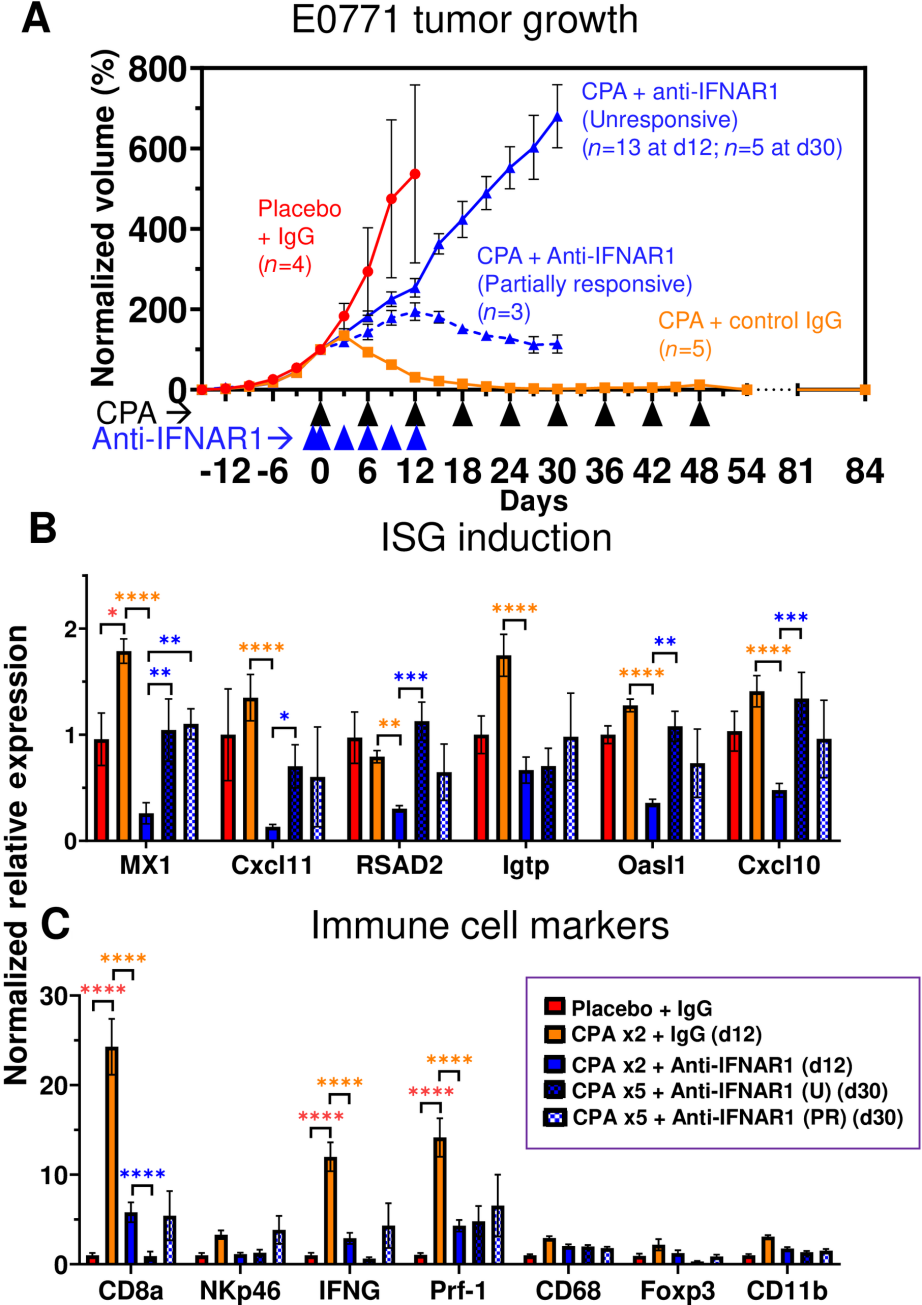
Type I IFN signaling is required for E0771 tumor regression. **A,** E0771 tumors were treated with metronomic CPA, as in Fig. 5, alone or in combination with anti-IFNAR1 to block type I IFN signaling. Data shown are mean ± SEM volumes for *n* = 4 tumors for the placebo + IgG group, *n* = 5 for CPA + control IgG, and *n* = 16 (through day 12) for CPA + anti-IFNAR1 (decreasing to *n* = 8 from day 12–30, due to 8 tumors excised for analysis on day 12). Tumors in the CPA + anti-CD8α group showed two distinct growth patterns: Unresponsive, with strong continued growth through day 30; and partially responsive, as indicated by growth stasis or moderate regression, as marked. Tumor volumes were normalized to the percent of day 0 volume ( = 100). Significance (two-way ANOVA): *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. **B** and **C,** Tumor ISGs were significantly depleted by anti-CD8α antibody, which also suppressed CPA-induced CD8 T-cell infiltration and IFNG and Prf-1 production. Of note, in this cohort of mice, the CPA + control IgG tumors were eradicated and by day 84 did not show the tumor regrowth seen in the mice shown in Fig. 7A.

Gene expression analysis showed that anti-IFNAR1 antibody reduced ISG expression below control tumor levels by day 12, indicating the antibody is highly effective in blocking tumor IFN signaling (Fig. 8B). ISG expression returned to basal levels by day 30, that is, 18 days after antibody treatment was halted on day 12. Anti-IFNAR1 also reduced tumor infiltration of all tested immune cells by day 12 (Fig. 8C). The reduction of tumor-infiltrating CD8 T cells was further supported by FACS analysis of tumor tissue (Supplementary Fig. S9A) and occurred without any changes in circulating CD8 T cells (Supplementary Fig. S9B). Thus, depletion of tumor-infiltrating CD8 T cells, and likely other infiltrating immune cells, is a consequence of the inhibition of tumor type I IFN signaling and not a systemic effect. Day 12 CD8α T-cell marker levels were restored by day 30 in the three anti-IFNAR1–treated tumors that were partially responsive to CPA, but not in the five CPA-unresponsive tumors (Fig. 8C, PR vs. U groups), which could help explain their differences in CPA responsiveness.

## Discussion

Effective treatment continues to be challenging, for many breast cancer patients, with limited therapeutic options and high rates of disease recurrence (43). Cytotoxic chemotherapies, including CPA, remain the primary systemic treatment modality for TNBC despite highly variable treatment responses and frequent development of chemo-resistance (44). Here, we explored the role of innate immunity in relation to cytotoxic treatment response and resistance. We used two orthotopic mouse models, 4T1 and E0771, to investigate the chemo-immunogenic activity of CPA when delivered on a metronomic, medium-dose intermittent (MEDIC) schedule (24). 4HC, a chemically activated CPA derivative that spontaneously decomposes to yield the same active metabolite as CPA, induced the expression of hundreds of ISGs in both cell models in a manner similar to doxorubicin, an established immune-stimulatory chemotherapeutic agent (45). These tumor cell-centric ISG responses to activated CPA were at least in part dependent on signaling by the type I IFN receptor, IFNAR1, implicating tumor cell production of type I IFNs in these drug-induced ISG responses. Many of the ISG responses seen in cell culture were recapitulated *in vivo* in MEDIC CPA-treated tumors implanted in syngeneic mice. Notably, CPA-treated 4T1 tumors showed robust type I IFN signaling and tumor immune cell infiltration, leading to an overall tumor growth static response. In contrast, E0771 tumors exhibited a somewhat weaker IFN response, but this was followed by robust immune infiltration and extensive tumor regression, both of which were absolutely dependent on type-I IFN signaling by IFNAR1. Thus, a robust IFN-mediated immune response may be essential for the efficacy of metronomic CPA, at least in some forms of breast cancer. Furthermore, our findings raise the possibility that treatment resistance to CPA, and perhaps other chemo-immunogenic cytotoxic agents, may stem from silencing of the IFN pathway.

The 4T1 cell line is generally considered to share many characteristics of TNBC at the genomic and transcriptomic levels (33) but there is disagreement about the molecular subtype of the E0771 cell line, with prior literature suggesting it is either representative of TNBC or of a luminal (estrogen receptor positive) subtype (46, 47). For example, a recent study measuring receptor expression (RNA) and protein levels reported that E0771 cells are estrogen receptor-α negative, estrogen receptor-β positive, progesterone receptor positive, and Her2 (Erbb2) positive, that is, have a luminal B molecular subtype (47). In contrast, analysis of the E0771 cells used in this study revealed that our E0771 cells were estrogen receptor-α negative, estrogen receptor-β negative, progesterone receptor negative, and Her2 (Erbb2) positive. These results were confirmed in both untreated and drug-treated E0771 cells in cell culture, as well as in E0771 tumors implanted in syngeneic mice (Supplementary Fig. S1); thus, the E0771 cells used in this work do not represent a luminal subtype. It is not clear what explains the difference between our findings and those reported in (47), but presumably it relates to subline differences, which are apparently widespread for E0771 cells (46). In contrast, the 4T1 cells used here had a hormone receptor expression pattern consistent with prior work (33), namely, high expression of Erbb2, moderate to low expression of estrogen receptor α, and no expression of progesterone receptor, a pattern typically considered to be representative of TNBC.

ISG induction was an early response to drug treatment in both breast cancer models, both in cell culture and following CPA treatment of implanted tumors *in vivo*. The ISG responses seen *in vivo* were transient (Fig. 6B) and were followed by strong increases in both innate and adaptive infiltrating immune cells, including NK cells and CD8α T cells, after 6–12 days (i.e., 1–2 CPA treatment cycles). Type I IFNs and the ISGs they induce are known to stimulate T cells, NK cells, macrophages and dendritic cells, and other immune cells (20). ISG induction may thus be a useful marker for immunogenic potential *in vivo*. Of note, the ISG responses seen in our cell models were not apparent until 48 hours after drug treatment, even though ISG gene induction *per se* is a rapid process, as was seen when the cells were treated with IFNβ directly (Supplementary Fig. S5). The delay in ISG induction seen in CPA-treated cells and tumors likely reflects time required for CPA to effect tumor cell damage and the associated production of immunostimulatory damage-associated molecular pattern molecules. These may include dsRNAs and nucleic acid agonists of STING, which can activate cytosolic sensors and induce type I IFN production through established mechanisms (23).

Using RNA-seq, we validated the transient nature of CPA-induced ISG responses on a global scale. We identified a set of 188 ISGs that responded in common to IFNβ and to 4HC treatment in cultured E0771 cells, as well as 380 commonly responding ISGs in 4T1 cells. Strikingly, 52 of the 188 E0771 ISGs showed an early, transient response in CPA-treated E0771 tumors, where they comprised 71% of the early-transient response gene set, representing a 61-fold enrichment compared with a background set of all expressed genes (Fig. 6). These 52 genes comprise a robust set of CPA-responsive E0771 ISGs and could serve as useful markers for early chemo-immunogenic responses to CPA treatment *in vivo*.

The ability of anti-IFNAR1 antibody to almost completely abolish CPA-induced E0771 tumor regression establishes that type I IFN signaling is essential for the anti-tumor actions of metronomic CPA in this model. This, in turn, leads us to the unexpected conclusion that the intrinsic tumor cell cytotoxicity of CPA does not translate into a major therapeutic response in the absence of type I IFN signaling. These findings support a model whereby CPA-induced tumor cell damage induces the major antitumor effects of CPA on E0771 tumors indirectly, via its ability to activate tumor cell autonomous type I IFN signaling linked to an immunogenic cell death mechanism. Of note, we observed tumor growth stasis when circulating and tumor cell infiltrating CD8 T cells were immunodepleted, that is, the block in CPA antitumor activity was less complete than with anti-IFNAR1 antibody. This tumor growth stasis response is likely mediated by other tumor-infiltrating immune cells, for example, NK cells, whose CPA-induced levels were further increased by CD8α T-cell depletion (Fig. 7C). The ability of NK cells to contribute to the anti-tumor effects of metronomic CPA is supported by earlier findings in glioma models (26, 48). Further study will be required to investigate important questions concerning the downstream mechanisms whereby the immune cell activation induced in MEDIC CPA-treated mammary tumors leads to the robust tumor regression observed in the E0771 tumor model, including whether tertiary lymphoid structures are involved (49).

The two models studied here, 4T1 and E0771, exhibited notable differences in their ISG, immune cell, and therapeutic responses to MEDIC CPA treatment *in vivo*. 4T1 tumors were characterized by a stronger and longer lasting ISG induction, but this did not translate into a greater anti-tumor response. This is evidenced by the growth stasis observed in 4T1 tumors versus the major regression seen in E0771 tumors. Combination chemo-immuno therapies designed to stimulate immunogenic cell death and activate a more robust antitumor response (50) may be required for more effective treatment of 4T1 tumors. Differences in mouse strain, tumor cell proliferation and angiogenesis, and mutational burden, which is much higher in E0771 than 4T1 tumors (51), could contribute to the differential responsiveness of these two models to CPA treatment. In addition, immunosuppressive regulatory T cells (Foxp3^+^ CD4^+^) increase with time in both models, but only E0771 tumors display an early growth period when a majority of tumor-associated CD4^+^ T cells are immunostimulatory (31), resulting in a more favorable environment for CPA responses. Further study of the mechanisms underlying metronomic CPA-induced E0771 tumor regression and the comparative resistance of 4T1 tumors may help identify useful biomarkers for tumor responsiveness and could lead to the discovery of new molecular targets for increasing effectiveness of chemotherapy in poorly responsive breast cancer. Recent clinical trials (52–56) as well as preclinical studies (57, 58) have used CPA in combination with other drugs to treat breast cancer with varying degrees of success and there may be opportunities for further improvements based on MEDIC scheduling once dose and schedule are optimized in the clinic (24). Furthermore, it will be important to determine whether a 7-day metronomic schedule can be as effective as the 6-day MEDIC schedule used here and in our prior preclinical studies in glioma models (19, 26, 27, 48), given the practical difficulties that are likely to be encountered with introducing a 6-day treatment schedule into the clinic. Improvements based on combination with checkpoint inhibitors are also possible, as suggested by the increased expression following MEDIC cyclophosphamide treatment of both PD-1 and PD-L1 reported for other murine breast cancer models (28) and seen here in both E0771 and 4T1 tumors (Supplementary Fig. S1).

Finally, the treatment models developed here may provide an important means to develop clinically translatable markers of chemo-immunogenic treatment response and resistance. The gene signatures identified by our RNA-seq analysis may be useful in pretreatment biopsies to identify individual patients most likely to elicit an IFN-mediated treatment response. There is also substantial interest in identifying noninvasive imaging markers of chemotherapy treatment response (59). Therapy-induced responses, including apoptosis, proliferation, and overall treatment response, can be monitored in real time in preclinical oncology models by label-free optical imaging techniques, such as spatial frequency domain imaging (60, 61).The preclinical therapy models described here provide a means to discover novel imaging markers that discriminate chemo-immunogenic sensitive and resistance tumors (62). As similar imaging markers can be tracked in patients with clinical imaging modalities such as PET and optical diffuse optical spectroscopy, it may be possible to rapidly identify both treatment response and resistance and adjust the treatment regimen accordingly (63, 64).

## Supplementary Material

Supplementary Figures S1-S9 Figures S1-S9 with detailed legends:
Fig. S1. Hormone receptor and related gene expression patterns in E0771 and 4T1 tumor cells. (A) Expression in E0771 cells and E0771 tumors, based on RNAseq data included in Table S1 and Table S5; and (B) Expression in 4T1 cells and 4T1 tumors.(C) Summary of hormone receptor expression patterns.
Fig. S2. Gene-specific qPCR primer sequences, amplicon length and percent GC content
Fig. S3. Dose-dependence of drug sensitivity of cultured 4T1, E0771 and B16F10 cells. Shown are viability assays determined in MTS assays.
Fig. S4. ISG induction by 4HC-conditioned culture medium.
Fig. S5. Verification of anti-IFNAR-1 antibody inhibitory activity.
Fig. S6. E0771 tumor growth curves and qPCR analysis of metronomic-CPA in vivo dose response data.
Fig. S7. Representative FACS analysis of blood from CPA-treated mice, with and without anti-CD8a antibody treatment.
Fig. S8. Circulating CD8 T-cells for CPA-treated mice with and without anti-CD8a antibody.
Fig. S9. FACS analysis of blood and tumors from mice given metronomic CPA treatment with and without anti-IFNAR1 antibody.

Table S1 Table S1. RNAseq analysis of cultured 4T1 and E0771 tumor cell RNA.

Table S2 Table S2. Results of DAVID analysis showing output of Functional Annotation Clustering for all annotation clusters with an overall cluster enrichment score > 1.3.

Table S3 Table S3. RNAseq library sequencing stats.

Table S4 Table S4. RNAseq analysis of 4T1 tumors, with vs without metronomic CPA treatment.

Table S5 Table S5. RNAseq analysis of E0771 tumors, with vs without CPA treatment.

# Supplementary material for: Type-I Interferon Signaling Is Essential for Robust Metronomic Chemo-Immunogenic Tumor Regression in Murine Breast Cancer
**Source:** Cancer Res Commun. 2022 Apr 22;2(4):246–57. doi: 10.1158/2767-9764.CRC-21-0148
**Supplement:** Supplementary Figures S1-S9 — Figures S1-S9 with detailed legends: Fig. S1. Hormone receptor and related gene expression patterns in E0771 and 4T1 tumor cells. (A) Expression in E0771 cells and E0771 tumors, based on RNAseq data included in Table S1 and Table S5; and (B) Expression in 4T1 cells and 4T1 tumors.(C) Summary of hormone receptor expression patterns. Fig. S2. Gene-specific qPCR primer sequences, amplicon length and percent GC content Fig. S3. Dose-dependence of drug sensitivity of cultured 4T1, E0771 and B16F10 cells. Shown are viability assays determined in MTS assays. Fig. S4. ISG induction by 4HC-conditioned culture medium. Fig. S5. Verification of anti-IFNAR-1 antibody inhibitory activity. Fig. S6. E0771 tumor growth curves and qPCR analysis of metronomic-CPA in vivo dose response data. Fig. S7. Representative FACS analysis of blood from CPA-treated mice, with and without anti-CD8a antibody treatment. Fig. S8. Circulating CD8 T-cells for CPA-treated mice with and without anti-CD8a antibody. Fig. S9. FACS analysis of blood and tumors from mice given metronomic CPA treatment with and without anti-IFNAR1 antibody.

Fig. S1AB

A. E0771			E0771 cells		E0771 cells + 4HC (72 hr)		E0771 cells + IFNbeta (6 hr)		E0771 tumors		E0771 tumors + CPA (2 cycles)	
Gene ID	Gene Descriptor	E0771 expression<br>[Le Naour et al, Can Med 2020 review]	798: Intensity-1		798: Intensity-2		799: Intensity-2		704: Intensity-1		708: Intensity-2	
ERBB2	HER2 (EGF receptor-2)	Positive/Negative	4.71		3.41		2.70		3.58		1.49	
ESR1	ER-alpha	Positive/Negative	0.01		0.05		0.04		0.06		0.54	
ESR2	ER-beta	Negative	0.00		0.01		0.01		0.77		0.50	
PGR	Progesterone receptor	Negative	0.00		0.00		0.00		0.00		0.19	
HRH1	Histamine receptor	Negative	0.05		0.07		0.11		0.00		0.00	
HRH2	Histamine receptor	Negative	0.00		0.04		0.01		0.07		0.20	
KRT5	Cytokeratin	Negative	0.02		0.05		0.03		0.12		0.25	
NTRK1	Trk/BDNF oncogenic pathway	Negative	0.02		0.08		0.07		0.02		0.92	
NTRK3	Trk/BDNF oncogenic pathway	Negative	0.00		0.01		0.01		0.04		0.06	
PLAC1	Breast cancer biomarker	Positive	0.80		0.61		0.58		0.01		0.22	
CLDN1	Claudin family	Positive	0.00		0.00		0.00		0.17		0.03	
CLDN10	Claudin family	Positive	0.02		0.01		0.04		0.02		0.21	
CLDN7	Claudin family	Positive	0.00		0.00		0.01		0.04		0.28	
EGFR	EGF receptor	Positive/Negative	0.80		0.96		0.78		0.05		1.33	
DLL4	Notch ligand	Positive	0.01		0.02		0.02		1.43		2.11	
JAG1	Notch ligand	Positive	1.55		2.32		2.23		1.80		2.71	
NOTCH2	Notch receptor	Positive	10.67		10.76		8.59		8.14		5.26	
NOTCH3	Notch receptor	Positive	0.00		0.02		0.02		0.19		0.51	
NOTCH4	Notch receptor	Positive	0.09		0.20		0.18		3.04		3.08	
PDCD1	PD1, immune modulator	Positive	0.00		0.02		0.01		0.62		5.76	
CD274	PDL1, immune modulator	Positive	0.25		1.94		0.78		3.86		15.32	
NTRK2	Trk/BDNF oncogenic pathway	Positive	0.00		0.01		0.01		0.04		1.57	

B. 4T1			4T1 cells		4T1 cells + 4HC (72 hr)		4T1 cells + IFNbeta (6 hr)		4T1 tumors		4T1 tumors + CPA (2 cycles)	
Gene ID	Gene Descriptor	E0771 expression<br>[Le Naour et al, Can Med 2020 review]	882: Intensity-1		882: Intensity-2		885: Intensity-2		700: Intensity-1		700: Intensity-2	
ERBB2	HER2 (EGF receptor-2)	Positive/Negative	3.43		3.76		5.98		6.94		6.13	
ESR1	ER-alpha	Positive/Negative	0.89		0.75		0.39		1.31		1.16	
ESR2	ER-beta	Negative	0.22		0.63		0.19		1.13		1.04	
PGR	Progesterone receptor	Negative	0.00		0.00		0.00		0.06		0.14	
HRH1	Histamine receptor	Negative	0.03		0.18		0.06		0.06		0.06	
HRH2	Histamine receptor	Negative	0.03		0.14		0.01		0.16		0.23	
KRT5	Cytokeratin	Negative	0.00		0.01		0.01		0.17		0.32	
NTRK1	Trk/BDNF oncogenic pathway	Negative	0.00		0.01		0.00		0.35		6.99	
NTRK3	Trk/BDNF oncogenic pathway	Negative	0.00		0.00		0.00		0.07		0.06	
PLAC1	Breast cancer biomarker	Positive	0.00		0.00		0.00		0.03		0.05	
CLDN1	Claudin family	Positive	0.19		0.84		0.13		0.69		0.41	
CLDN10	Claudin family	Positive	0.01		1.31		0.07		0.12		0.24	
CLDN7	Claudin family	Positive	0.00		0.00		0.00		0.11		0.17	
EGFR	EGF receptor	Positive/Negative	15.26		16.83		19.51		11.41		10.08	
DLL4	Notch ligand	Positive	0.25		1.56		0.18		3.34		2.97	
JAG1	Notch ligand	Positive	3.59		7.55		3.34		5.39		4.95	
NOTCH2	Notch receptor	Positive	5.79		7.59		6.81		10.46		10.72	
NOTCH3	Notch receptor	Positive	0.01		0.05		0.01		1.41		1.70	
NOTCH4	Notch receptor	Positive	0.01		0.12		0.02		3.10		3.27	
PDCD1	PD1, immune modulator	Positive	0.00		0.00		0.00		0.65		2.26	
CD274	PDL1, immune modulator	Positive	1.00		1.71		4.39		3.85		10.58	
NTRK2	Trk/BDNF oncogenic pathway	Positive	0.00		0.00		0.00		0.19		0.11	

C. Summary				
	ER-alpha	ER-beta	Progest receptor	HER2
Luminal A	Positive	Not specified	Pos/Neg	Negative
Luminal B	Positive	Not specified	Pos/Neg	Positive
Triple negative	Negative	Not specified	Negative	Negative
HER2+	Negative	Not specified	Negative	Positive
E0771 (Can Med 2020, literat. review)	Pos/Neg	Negative	Negative	Pos/Neg
E0771 (Le Naour, 2020)	Negative	Positive	Positive	Positive
E0771 cells (this study)	Negative	Negative	Negative	Positive
E0771 tumors (this study)	Negative	Positive	Negative	Positive

Fig. S1. Hormone receptor and related gene expression patterns in E0771 and 4T1 tumor cells. (A) Expression in E0771 cells and E0771 tumors, based on RNAseq data included in Table S1 and Table S5; and (B) Expression in 4T1 cells and 4T1 tumors, based on RNAseq data included in Table S1 and Table S4. Gene expression intensity values are in FPKM (fragments per kb per million reads). Genes listed in A and B are from Table 3 of Le Naour *et al*, Cancer Medicine (2020) PMID: 33026171. The third column lists whether the gene is expressed or not expressed in E0771 cells based on a literature review carried out by the authors of that publication. Positive/Negative indicates that different studies reported opposite results for that gene. (C) Summary of hormone receptor expression patterns. The top four rows indicate the expected expression patterns for each of the indicated four “intrinsic” molecular subtypes of breast cancer, as shown in Table 1 of Le Naour *et al*, Canc Cell Int (2020), PMID: 32699527, while the bottom 4 rows summarize results for E0771 cells and tumors, as indicated.

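Beyond the receptors, the checkpoint ligand Cd274 was the gene of panel A that changed most among those above 0.5 FPKM in any of the control, 4HC and IFNβ groups. The authors' deposited table gives Cd274 means of 0.252 FPKM in control cells, 1.94 FPKM with 4HC, 2.57 FPKM with IFNβ, and 0.778 FPKM with 4HC and anti-IFNAR1 antibody. Panel A prints 0.78 FPKM for Cd274 under IFNβ. All 22 values of that column equal the deposited means with 4HC and antibody after rounding. The IFNβ values given here are the deposited ones and differ from it. The authors' edgeR test gives Cd274 a log2 ratio of 2.89 for 4HC over control (adjusted P 4.8e-32) and of 3.40 for IFNβ over control (adjusted P 2.8e-14). With the antibody, Cd274 fell by 1.30 on the log2 scale from its level with 4HC alone (adjusted P 0.0016, authors' edgeR). Notch2 had the highest level of the panel, listed by the authors at 10.7 FPKM in control cells, 10.8 FPKM with 4HC and 9.57 FPKM with IFNβ. The deposited means of Jag1 in these groups were 1.55, 2.32 and 1.45 FPKM, and those of Egfr 0.802, 0.962 and 0.762 FPKM. Of the 22 genes of the panel found in the table, 16 stayed under 0.5 FPKM in all 3 groups, Pdcd1 among them (listed at 0 in control cells and at 0.0246 FPKM with 4HC).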

Fig. S2: Gene-specific qPCR primer sequences, amplicon length and % GC content

ON#	Gene	Direction	Sequence (5'-3')	Amplicon Length (bp)	G:C Content (%)
6987	Mx1	Forward	AGAGCTCTGTGCTGGAAGCAC	93	57
6988		Reverse	GCTTCCTCAATTTTCAGCACCA	93	48
7484	Oasl1	Forward	GATGTGCGCGTGCTCAAG	80	61
7485		Reverse	CACGGTGCCATTCCCAAA	80	56
3373	Cxcl10	Forward	ACCATGAACCCAAGTGCTGCC	140	57
3374		Reverse	CTATGGCCCTCATTCTCACTGGCC	140	58
6955	Igtp	Forward	CTGAGCCTGGATTGCAGCTT	81	55
6956		Reverse	TGGGTCTGCTCTAGGCCTTG	81	60
8065	RSAD2	Forward	GCCCAAGTATTCACCCCTGT	133	55
8066		Reverse	AAGACATCCTTCGTGCTGCC	133	55
7936	Cxcl11	Forward	ACGGCTGCGACAAAGTTGAA	95	50
7937		Reverse	GGAGGGCTCACAGTCAGACG	95	65
4255	CD8 α	Forward	GAAGATTCTGGGGCAGCATGGCAAAG	81	54
4256		Reverse	TTGGAATCAAAACGATCAA	81	30
4668	Nkp46	Forward	GCAACCCCTGAACTGGTA	79	55
4669		Reverse	AAGGTTACCTCAGGCTGTGGATA	79	48
3427	CD68	Forward	GCCCGAGTACAGTCTACCTGG	97	62
3428		Reverse	GCCCGAGTACAGTCTACCTGG	97	45
4253	Foxp3	Forward	GCCTTCAGACGAGACTTGGAA	99	52
4254		Reverse	CTGGCCTAGGGTTGGGCATT	99	60
4261	CD11b	Forward	CCAAGAGAATGCAAAAGGCTTT	74	41
4262		Reverse	GGGGGGCTGCAACAACCACA	74	65
3429	IFNG	Forward	TCTTCAGCAACAGCAAGGCG	79	55
3430		Reverse	CGCTGGACCTGTGGGTTGTTG	79	62
3565	Prf-1	Forward	GTACAACTTTAATAGCGACACAGTA	80	36
3566		Reverse	AGTCAAGGTGGAGTGGAGGT	80	55
3561	GZMB	Forward	TGTCTCTGGCCTCCAGGACAA	110	57
3562		Reverse	CTCAGGCTGCTGATCCTTGATCGA	110	54

Fig. S2. Gene-specific qPCR primer sequences, amplicon length and percent GC content

A. 4T1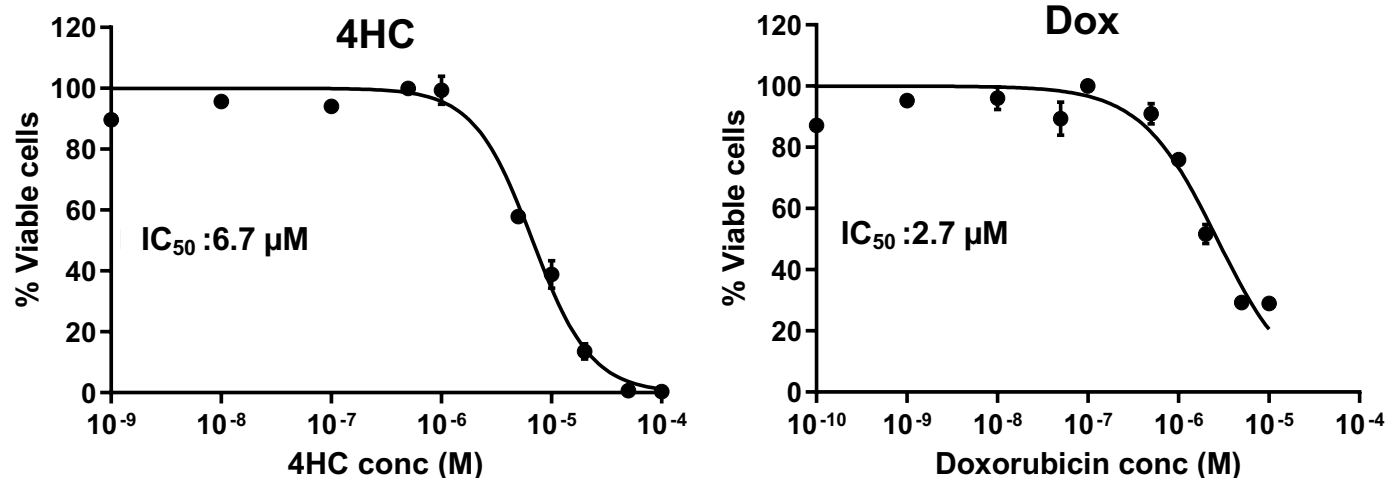**B. E0771**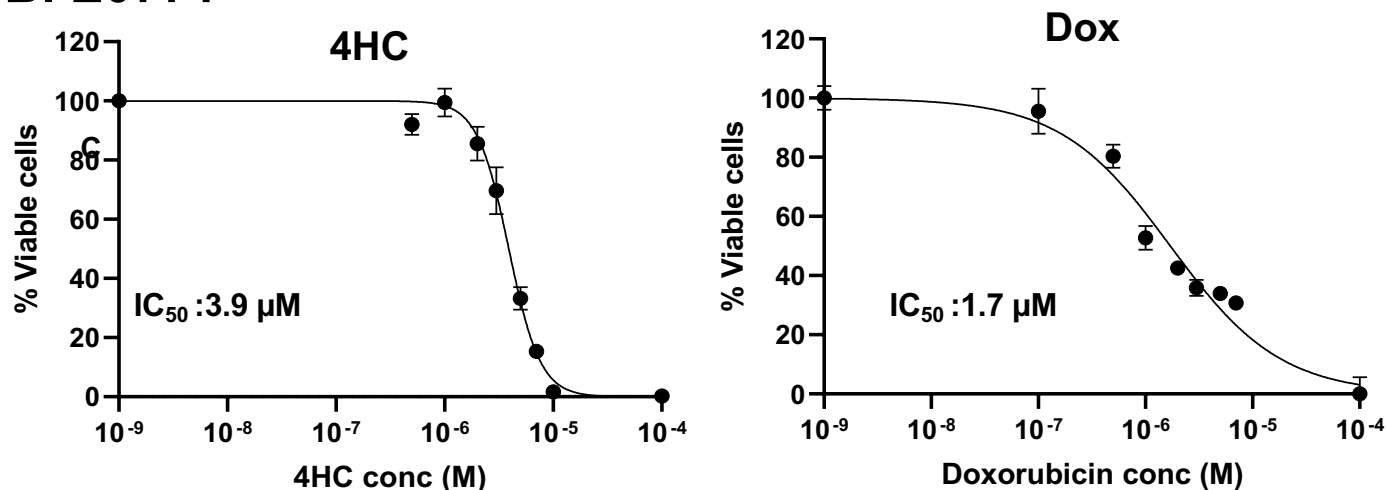**C. B16F10**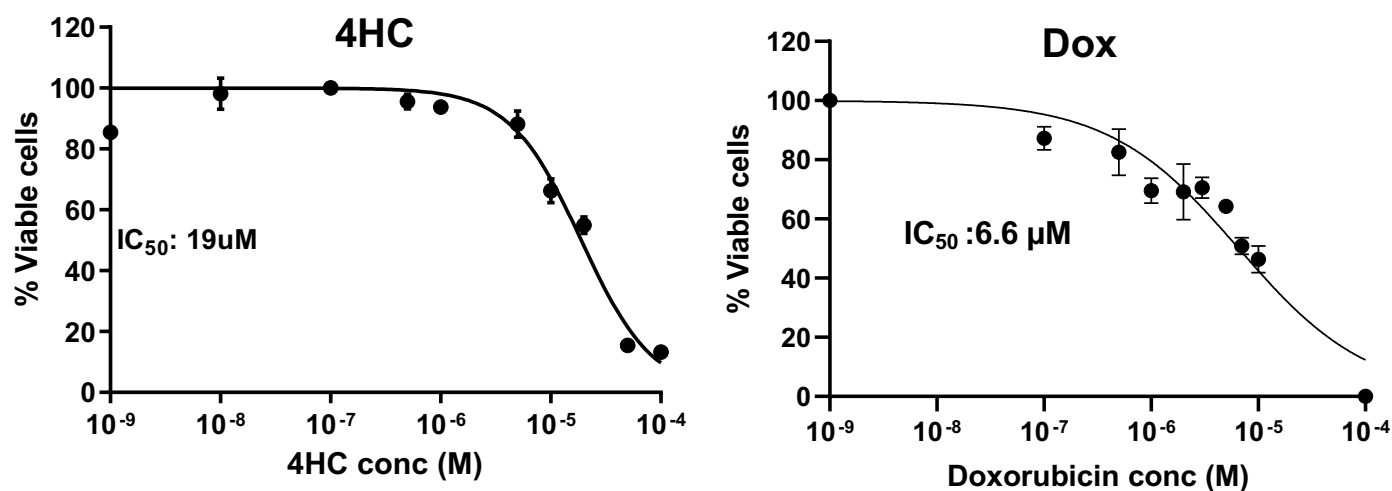

Fig. S3. Dose-dependence of drug sensitivity of cultured 4T1, E0771 and B16F10 cells. Shown are viability assays determined in MTS assays over multi-log₁₀ range of 4HC (left) and doxorubicin (right) for 4T1 (A), E0771 (B) and B16F10 cells (C). Data points: mean $\pm$ SD values for $n = 3$ wells of a 96-well plate. IC_{50} values were determined using log (inhibitor) vs normalized response function in GraphPad Prism.

Fig. S4: ISG induction by 4HC-conditioned media

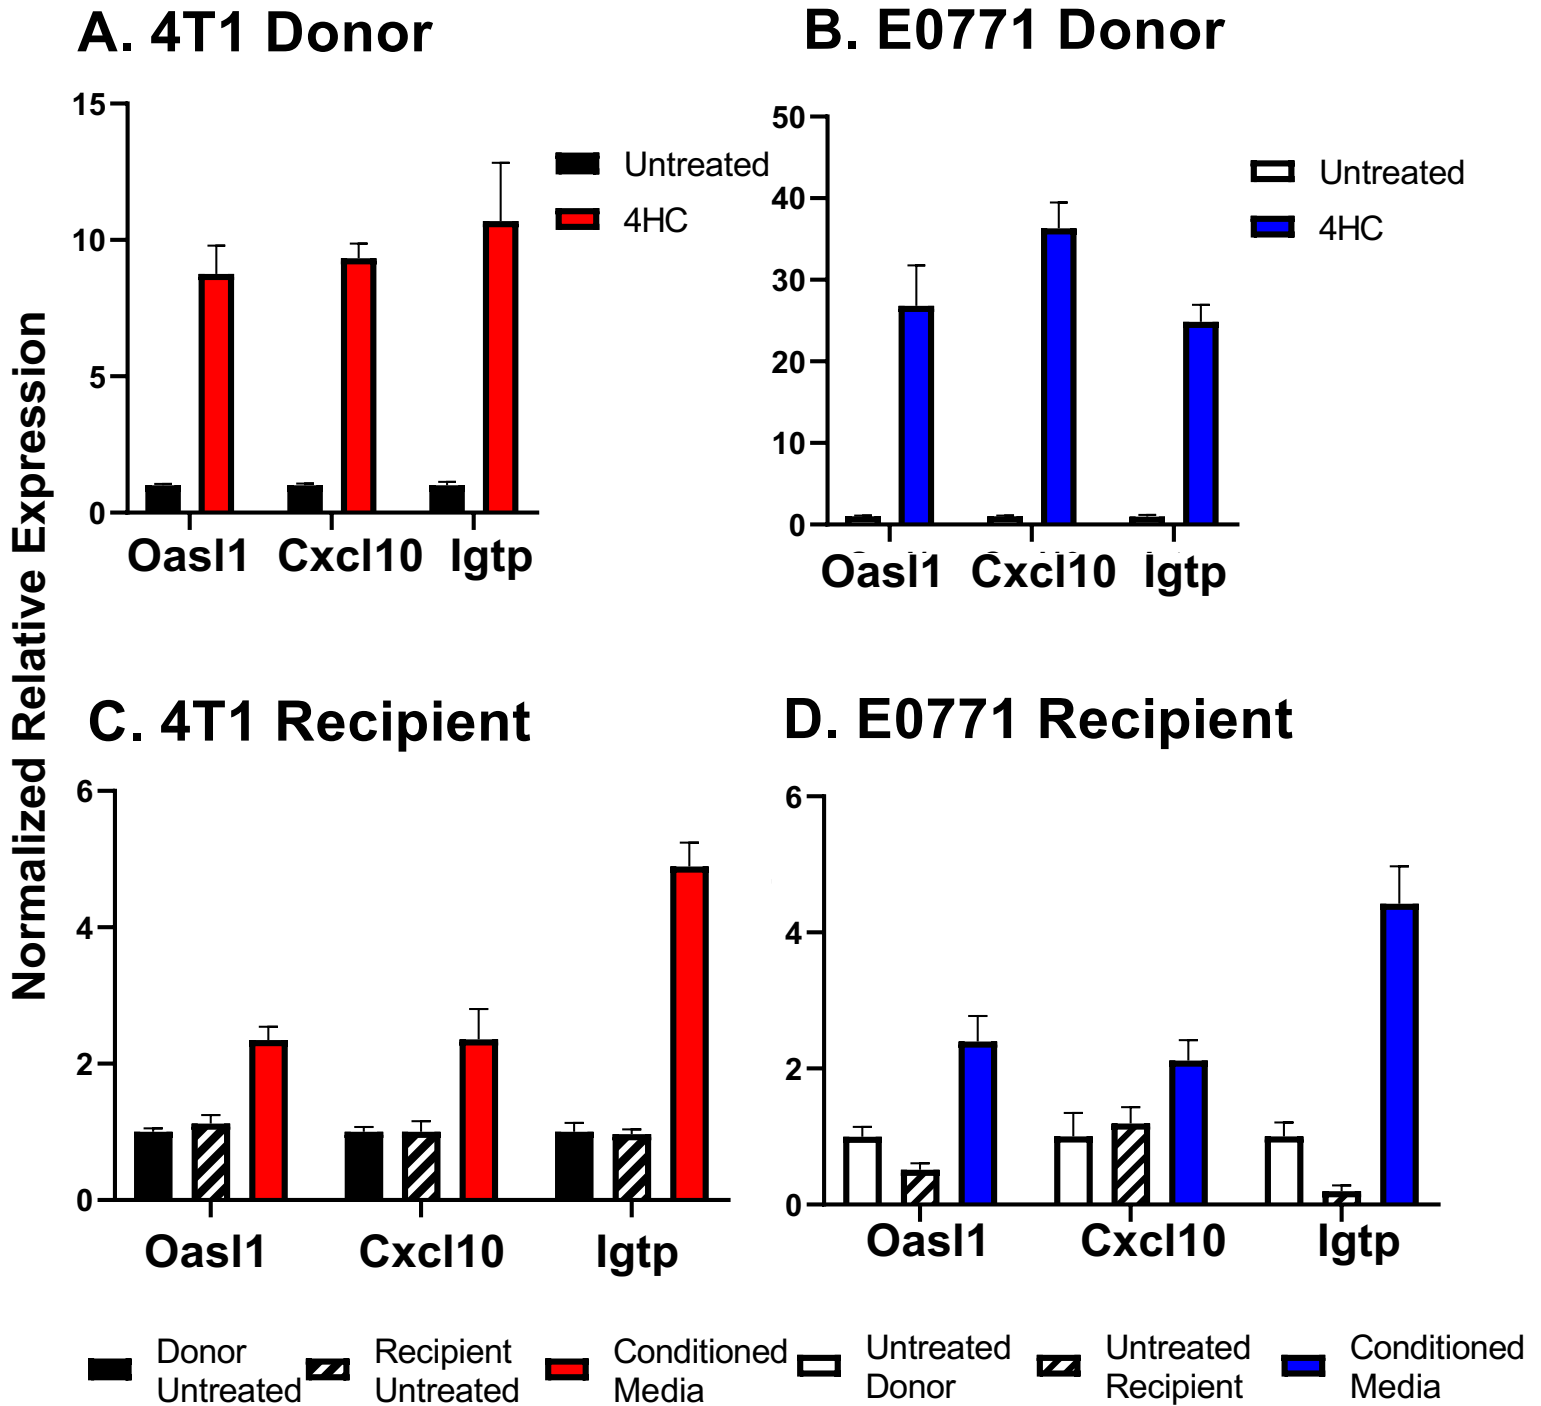

Fig. S4. ISG induction by 4HC-conditioned culture medium. **A, B.** 4T1 and E0771 cells were treated with 4HC for 72-h under the same conditions as Fig. 1. Data show ISGs were strongly induced in both cell models, as determined by qPCR analysis. **C, D.** Induction of ISGs in drug-naïve 4T1 and E0771 recipient cells treated for 4-h with 4HC-conditioned cell culture supernatant from the corresponding drug-treated donor cells (as in A, B), followed by a PBS wash and 2 h incubation in fresh culture medium. Gene expression was analyzed by qPCR. In both cell lines, recipient cells showed weaker ISG induction than in cells directly exposed to 4HC. Data points: mean $\pm$ SD values for $n = 2-3$ replicates representative of two independent experiments.

Fig. S5

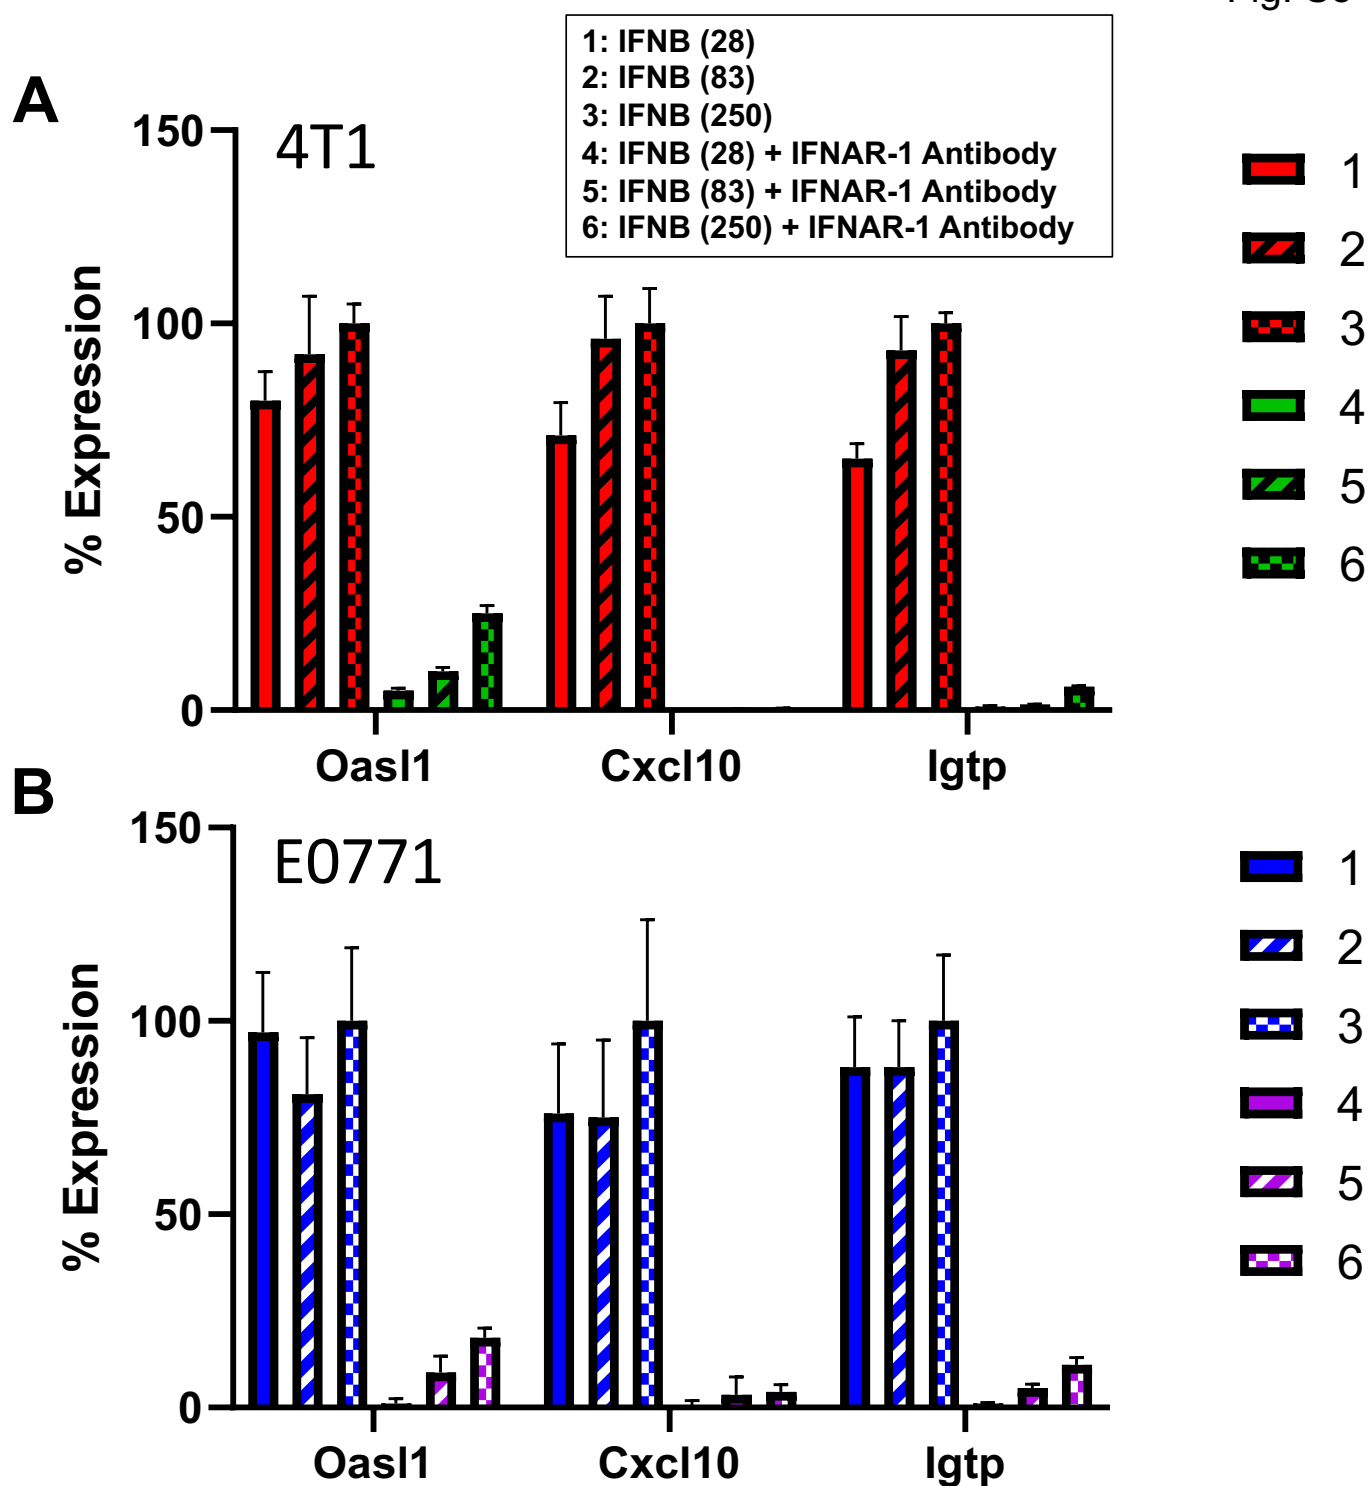**Fig. S5. Verification of anti-IFNAR-1 antibody inhibitory activity.**

4T1 cells (**A**) and E0771 cells (**B**) were treated with 28, 83 or 250 U/mL of mouse recombinant IFN β for 4-h, with or without 10 μ g/mL IFNAR-1 antibody and harvested 2 h later. IFN β induced similar ISG responses in both cell lines at all concentrations. Anti-IFNAR1 antibody blocked ISG induction > 90%, except at the highest concentration IFN β for the ISG *Oasl1*, where the antibody concentration may not have been sufficient to effect complete inhibition. Data presented as mean $\pm$ SD with n=3 replicates. Percent expression was calculated using the formula $((x \pm SD) - (z \pm SD)) / ((y \pm SD) - (z \pm SD))$, where x = antibody + IFN β treatment gene expression, z = untreated gene expression and y = IFN β treatment gene expression.

Fig. S6

A. E0771 Tumor growth

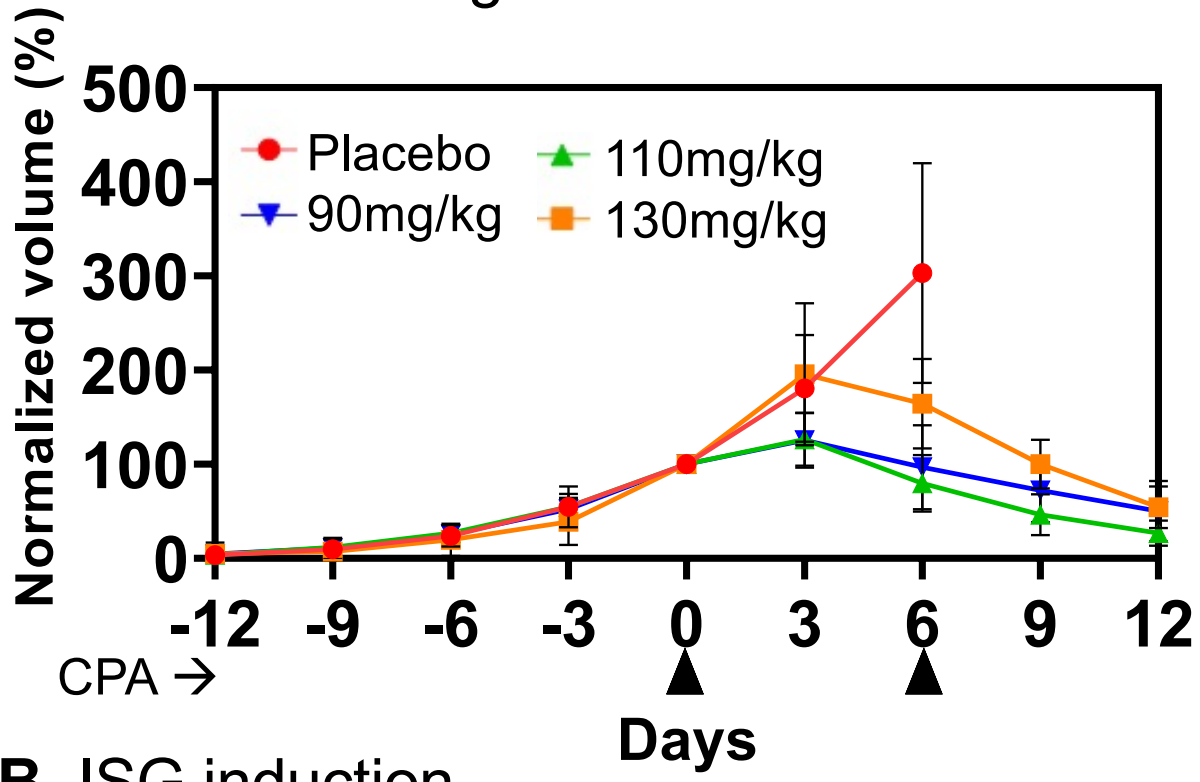

B. ISG induction

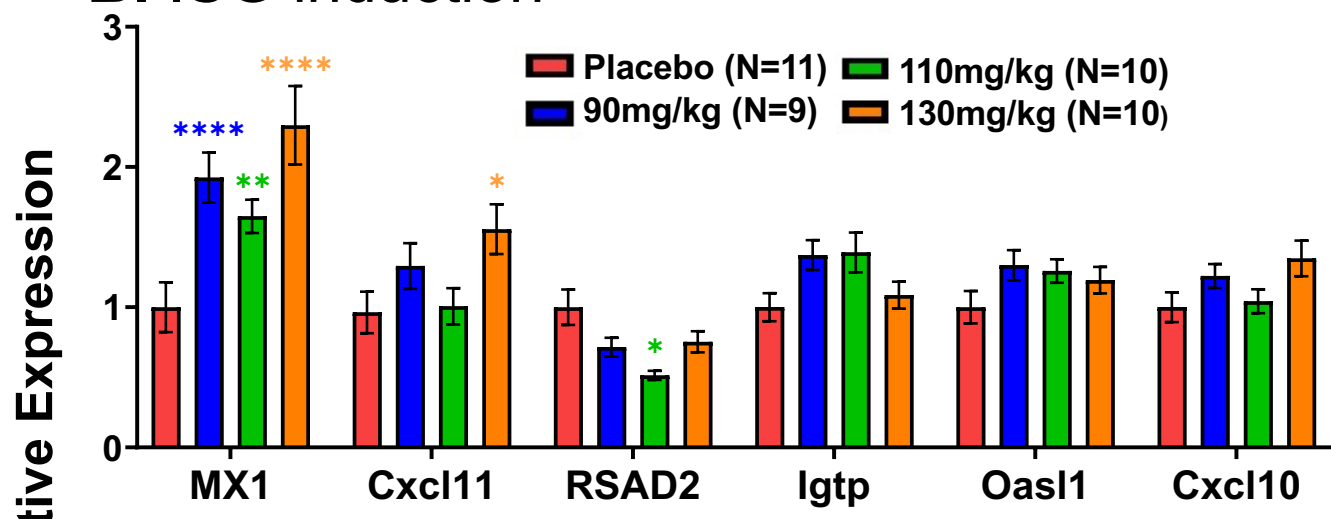

C. Immune cell markers

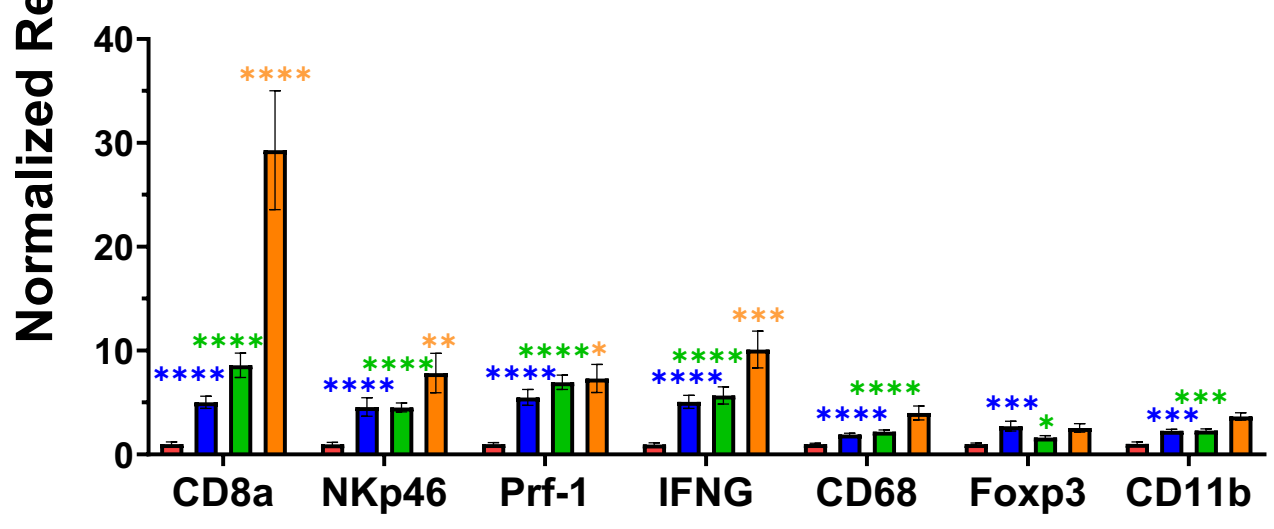

Fig. S6. E0771 tumor growth curves and qPCR analysis of metronomic-CPA *in vivo* dose response data. **A.** E0771 tumors implanted in mice were treated with 90, 110 or 130 mg/kg CPA every 6 days. All three CPA dosages induced extensive tumor regression by day 12. Data shown are mean $\pm$ SEM values for n = 11 tumors for the placebo group, n = 9 tumors for the 90 mg/kg CPA group, n = 10 tumors for the 110 mg/kg CPA group, and n = 10 tumors for the 130 mg/kg CPA group. Tumor volumes were normalized to 100 percent of the volume on Day 0 (first day of CPA treatment). **B.** ISG induction was < 2-fold at all CPA doses. **C.** Immune cell marker genes showed very similar fold-change values at each CPA dose, except for CD8a, which showed dose-dependent induction. Significance was determined by 2-way ANOVA: *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001.

Fig. S7: Representative Anti-CD8a FACS Data

A. Size Selection

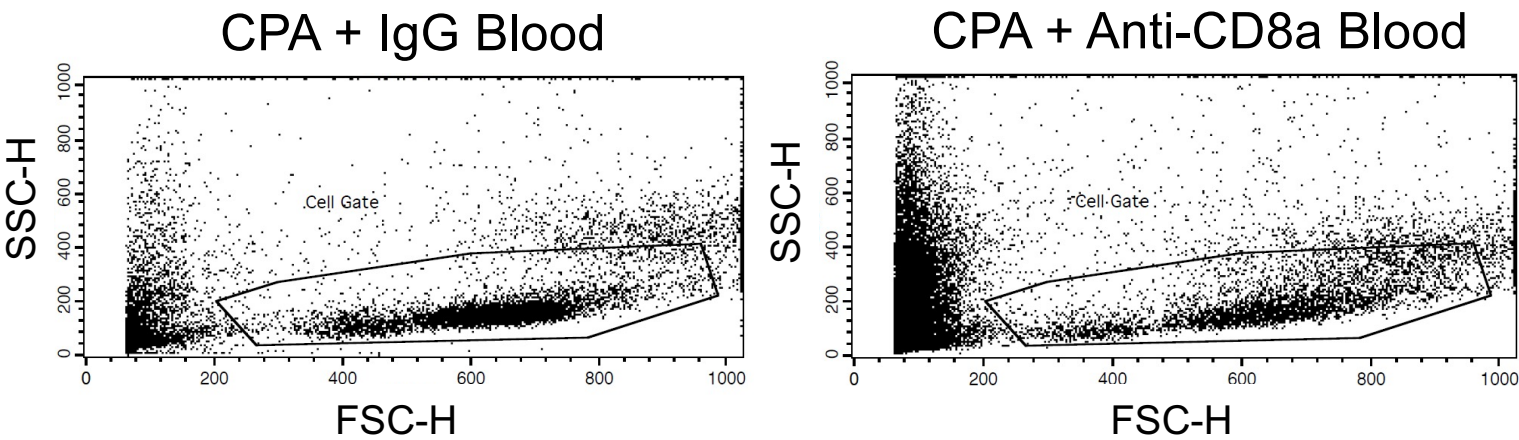

B. Dead Cell Exclusion:

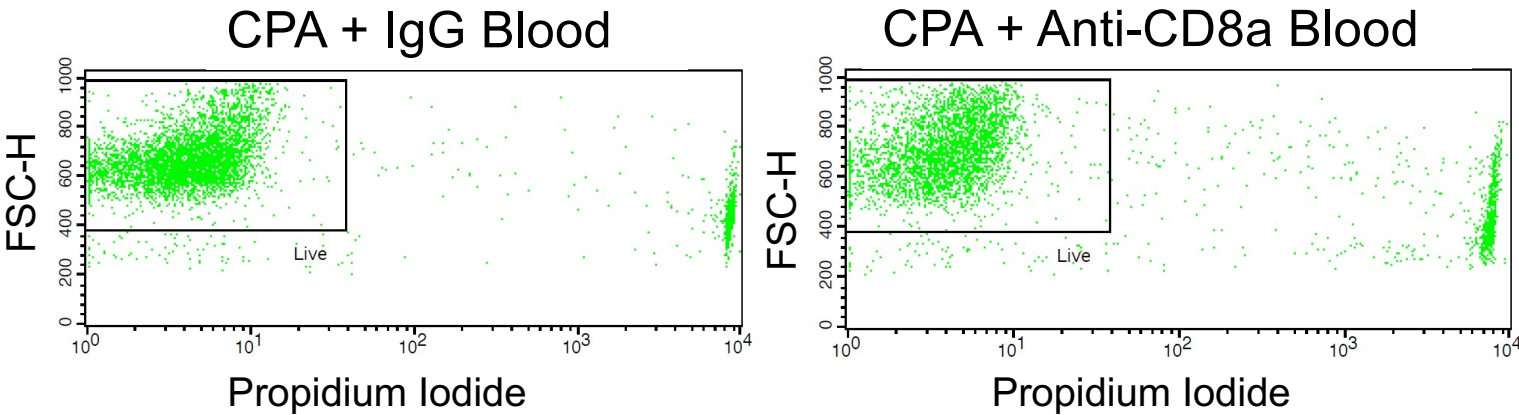

C. CD8a Selection:

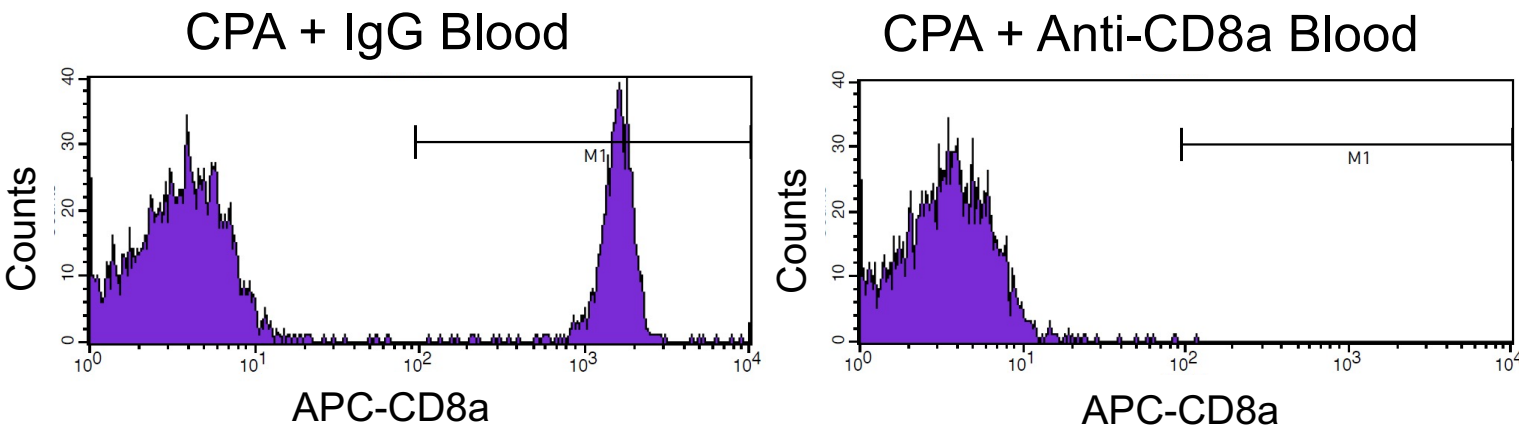

D. Histogram Statistics:

CPA + IgG Blood				CPA + Anti-CD8a Blood			
Marker	Left, Right	Events	% Gated	Marker	Left, Right	Events	% Gated
All	1, 9910	5792	100.00	All	1, 9910	4115	100.00
M1	95, 9910	1617	27.92	M1	95, 9910	1	0.02

Fig. S7. Representative FACS analysis of blood from CPA-treated mice, with and without anti-CD8a antibody treatment. Data representative of 2 individual mice. **A.** 20 uL of mouse tail vein blood was prepared for FACS analysis of circulating CD8 T-cells. Events were selected based on general size parameters of forward-scatter (FSC-H) and side-scatter (SSC-H) to exclude overly large and small events. **B.** Live cells were selected by excluding events with propidium iodide signal. **C.** CD8 T-cells were selected by excluding events that lacked the APC signal from the APC-labeled anti-CD8a antibody used in sample preparation. **D.** CD8 T-cell percentages were calculated by dividing the CD8+ events by the total number of live events. Mouse blood from the CPA + anti-CD8a group was devoid of CD8 T-cells, in contrast to blood from the CPA + IgG control group.

Fig. S8: FACS Analysis during Metro-CPA + Anti-CD8a Antibody Treatment

Circulating CD8 T-cells

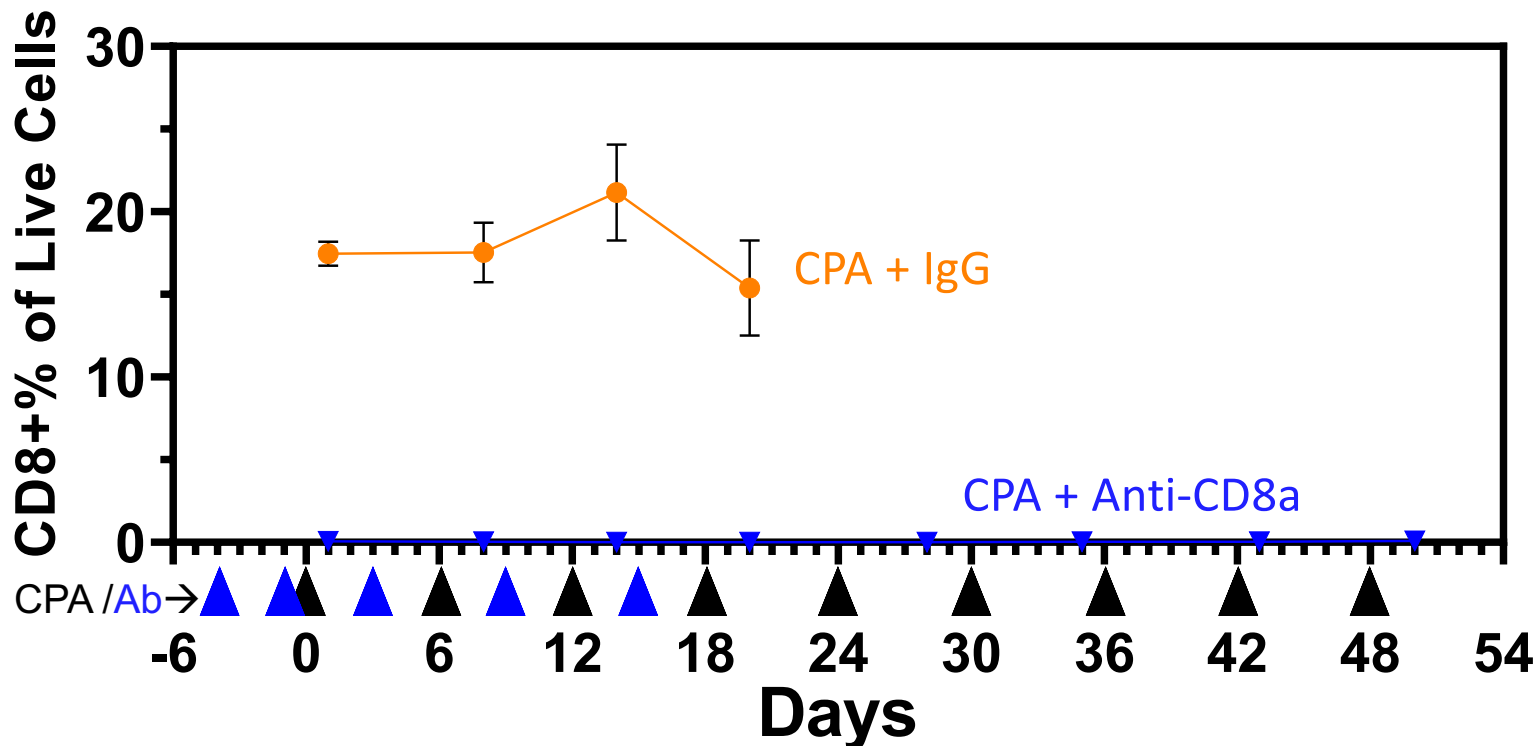

Fig. S8. Circulating CD8 T-cells for CPA-treated mice with and without anti-CD8a antibody. FACS analysis of blood from the mice shown in Fig. 7 that were given CPA + anti-CD8a antibody showed complete depletion of circulating CD8 T-cells after 2 antibody doses. The depletion was maintained for many weeks after antibody treatment (blue arrow heads below x-axis) was halted. CD8 T-cells levels were not detected in the CPA + anti-CD8a group at any of the 8 time points analyzed (small triangles superimposed on the x-axis, at time points from day 1 through day 50). Data shown are group mean values $\pm$ SEM for $n = 4$ mice in each group.

Figure S9: FACS analysis during metro-CPA + Anti-IFNAR1 Treatment

A. Tumor-infiltrating CD8 T-cells

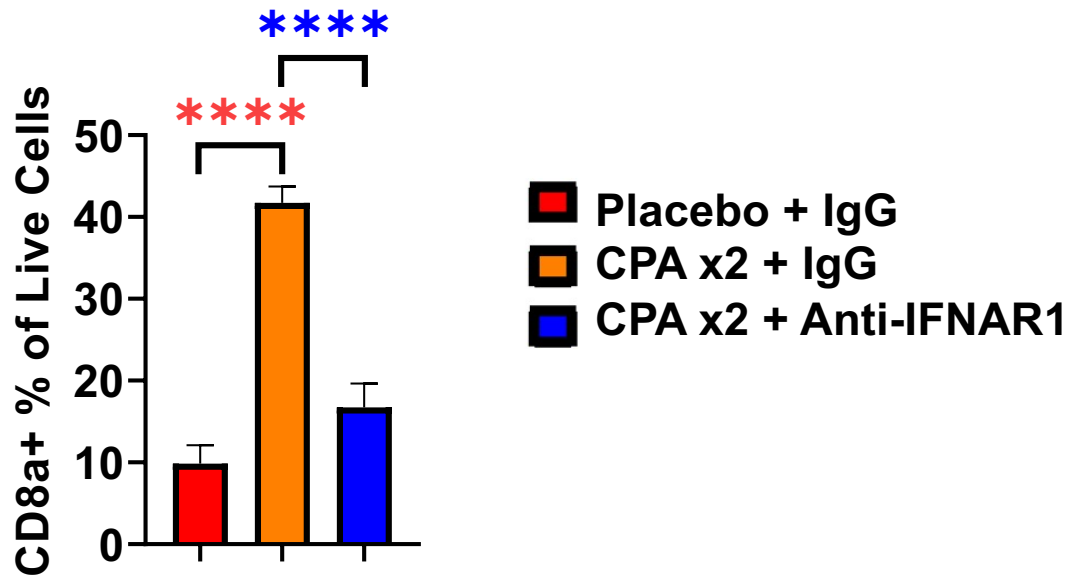

B. Circulating CD8 T-cells

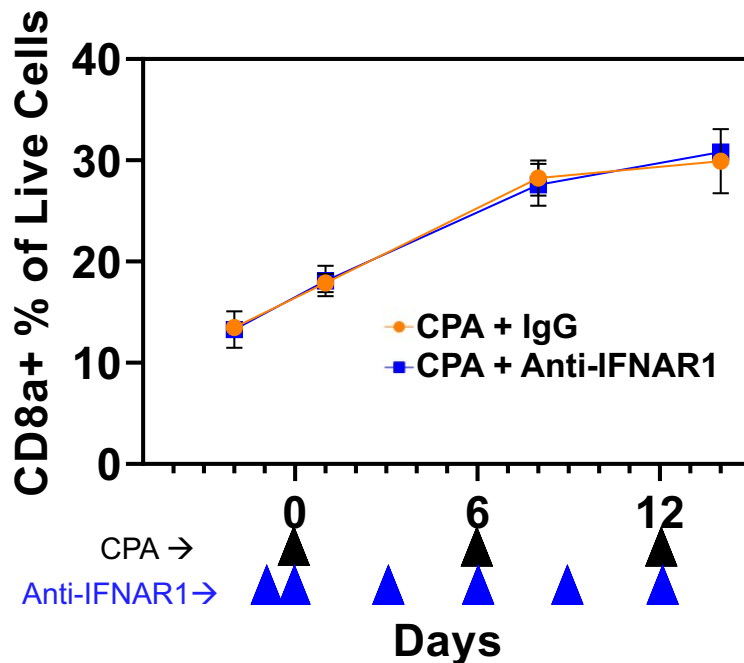

Fig. S9. FACS analysis of blood and tumors from mice given metronomic CPA treatment with and without anti-IFNAR1 antibody. **A.** FACS analysis on treatment day 12 of tumor infiltrating CD8 T-cells from the mice shown in Fig. 8. Anti-IFNAR1 antibody treatment almost completely blocked CD8 T-cells from infiltrating the tumors. Data shown are mean $\pm$ SEM values for $n = 4$ for placebo + IgG, $n = 5$ for CPA + IgG, and $n = 6$ for CPA + Anti-IFNAR1. **B.** FACS analysis of circulating CD8 T-cells from Fig. 8 mice. Circulating CD8 T-cells were not significantly different in the CPA + Anti-IFNAR1 group versus the CPA + IgG group. Data based on $n = 3$ for each group.

How the deposited data were processed for this re-analysis (not part of the article)

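RNA was sequenced from cultured E0771 cells in 4 groups of 3 libraries each: untreated control, 4HC, 4HC with anti-IFNAR1 antibody, and IFNβ. The labels of each library give its treatment and replicate number, and Table S3 of the paper lists the same libraries with the same treatments. Labels and paper differ on the collection time of the IFNβ cells and on the number of cells plated per well, and the paper's time was used. Replicate numbers were not treated as pairs.

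According to the submitters' processing notes, reads were aligned with TopHat2 to mouse genome build mm9, counted with featureCounts and compared with edgeR, with no versions stated. The deposited file is the authors' own table of 4 comparisons over 24197 genes: 4HC against control, 4HC with antibody against control, IFNβ against control, and 4HC with antibody against 4HC. For each comparison the authors give a ratio, which is the linear fold change of the first group over the second from their edgeR analysis. The authors also give a score, the signed fold change, equal to the ratio where it is at least 1 and to minus its inverse otherwise. Expression is given by the authors as the mean of each group in FPKM (fragments per kilobase of transcript, scaled to library size), with no values per library. The p-value in the deposited file is the authors' edgeR P adjusted for multiple tests.

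The planned test on counts could not be run because the deposited table holds no counts and no values per library. The alternative set for this case was used instead: the authors' calls were counted at the paper's thresholds, an edgeR-adjusted P below 0.05 and a change above 2-fold. No minimum of FPKM was applied in the main counts. The paper's methods state a minimum of 0.5 to 1.0 FPKM, as specified for each comparison, but the text and legend of Fig. 3 name no value for this one, and Table S1 was read only in part. Minimums of 0.5 and 1 FPKM, other thresholds and the fold change from group mean FPKM were tried as alternatives, and their effect is given in the closing section. No SD, confidence interval or own test between groups could be computed. The overlap of lists, the expected overlap (the product of both list sizes over the number of genes), the percent of induction left under the antibody, medians and percentiles were computed here from the authors' values. Percent of induction left is (4HC with antibody minus control) over (4HC minus control), times 100, from group mean FPKM. For random lists, 10000 lists were drawn with a fixed seed from genes whose mean over the 4 groups is above 1 FPKM. They were matched on mean expression in 20 bins. For the cleavage-stage embryo genes, they were drawn from all genes with a mean above 0. A simulated null for the shared control and 4HC libraries, set tests and counts adjusted over the list alone need values per library or unadjusted P values, so none of these is given.

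The tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Counting of calls, overlaps, the percent of induction left and the matched random lists were tested on simulated data with known changes. The built-in changes were recovered. The simulated group means held no noise and their P values were set from the change, so this tests the arithmetic and not the authors' calls.

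Before the data were examined, 33 gene lists, the comparisons, thresholds and alternatives to try were fixed. Of the list members, 755 matched the table by symbol and 5 did not. Of the names in the table, 27 had been turned into dates by a spreadsheet and were passed over when genes were named, 23015 matched mouse Ensembl symbols, 236 matched RefSeq symbols only, and 946 matched neither. Genes were named by a rule of the same time: for each comparison the 10 highest and 5 lowest ratios among called genes of at least 1 FPKM in the group where the gene is higher, genes the paper names for these cells, the genes of Fig. S1A, control genes, and from each list the 2 members of highest mean expression and the 2 of largest change. Genes named for another reason are said to have been chosen after their values were seen. Gm, Rik, LOC, Mir and Snor symbols were passed over in the ranking by ratio. The rule gave 240 genes without those of Fig. S1A.

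Depth per library was 22190025 to 45543552 read pairs in control, 23784438 to 37542149 with 4HC, 26417921 to 27360357 with 4HC and antibody, and 25000395 to 32037364 with IFNβ. The authors list 8327 genes at 0 FPKM in control, 6339 with 4HC, 6408 with 4HC and antibody, and 8516 with IFNβ, and a gene at 0 is below detection at this depth. Over the 9483 genes above 1 FPKM in every group, the median of the authors' log2 ratios was -0.09 for 4HC against control, -0.08 for 4HC with antibody against control, 0.02 for IFNβ against control and 0.02 for 4HC with antibody against 4HC. Among control genes, the deposited means of Gapdh were 1572 FPKM in control and 1284 FPKM with 4HC (log2 ratio -0.35), and those of Actb 784.5 and 648.3 FPKM (log2 ratio -0.32). None of the 14 control genes was called at a change above 2-fold in any comparison.

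4T1 cells, tumors and qPCR are not analysed here, so statements of the paper on them have no added values. Results for a few genes are not reported here.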

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

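Each result below comes from a comparison or from genes that the paper's text does not discuss for these libraries, although it discusses related changes by qPCR and in tumors (the comparison of 4HC with antibody against untreated cells, weakly expressed genes, and IFNβ-induced genes below their untreated level), and all tests of explanations in this part were chosen after the results were seen.

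The first signal is the part of the 4HC response that is still called when IFNAR1 is blocked. The deposited table shows 1021 genes called higher and 49 called lower by the authors' edgeR with 4HC and anti-IFNAR1 antibody than in untreated cells, a comparison the paper's text does not discuss. Of the 1586 genes called higher with 4HC, 862 were also called here (54.4%), and of the 1351 called with 4HC and not with IFNβ, 758 (56.1%). Of the 25 NF-kB targets, 17 were called higher in the presence of the antibody. Ifnb1 was among the persisting genes, with a mean of 0.701 FPKM (authors' mean), against 0.00660 FPKM in untreated cells and 0.820 FPKM with 4HC alone, so 85.4% of its induction was left.

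Genes induced by 4HC and not by IFNβ were rarely called lower with the antibody. For most of them, lack of power to call a decrease is argued against by a median induction left of 87.2%, which leaves little decrease to call. Power stays open for the 195 genes that lost 50% or more, of which 4 were called. Genes induced by both treatments with as large a loss were called more often, 33.3% of 39 at or below 0.5 FPKM against 4 of 174 genes in question (2.30%), and 124 of 146 above it against 0 of 21, which goes against lack of power. However, 18 of these 21 fell by less than 2-fold and so could not be called (15 of the 146), and the 174 had a median of 0.0719 FPKM with 4HC against 0.218 for the 39, so the groups are not matched. An incomplete block of the receptor is argued against as the main cause by a median of 5.51% left over the 51 core type I ISGs. Of these, 18 were still called higher than in control cells, with up to 65.5% left, so some remaining signal is not excluded. The 25 NF-kB and p53 targets called with 4HC kept a median of 82.6% under a block that left little of the core ISG response. Of them, 22 are among the genes in question and make up 1.63% of these. The lists hold only 25 and 37 genes against 1351, so this share was bound to be small and decides nothing. Whether such a response accounts for the others stays open.

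The second signal is the number of weakly expressed genes: 1041 genes at or below 0.5 FPKM in both groups were called higher with 4HC in the authors' table. Even spread of genomic DNA reads is argued against as the main cause: although olfactory and vomeronasal receptor genes above 0 went from 39 in control to 94 with 4HC (37 with IFNβ), their mean FPKM rise was 1.22% of that per called gene, and 2.07% in the antibody cultures, which played no part in selecting the genes. Chance low values in the shared control libraries are argued against as the whole cause by the same control libraries in another comparison, where the median log2 ratio of the 1041 genes was 0.35 with IFNβ, against 2.65 with 4HC. With 4HC and antibody, in separate cultures, the median log2 ratio was 2.33, and 501 of the genes were called (43.9 for lists of these sizes by chance, with control libraries shared). A response to 4HC itself is thus a candidate explanation, and whether each cell or a few cells carry these transcripts is left open.

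The third signal lies below the untreated level. Of 111 IFNβ-induced genes above 1 FPKM in untreated cells, 4 were lower with 4HC and antibody than untreated at an adjusted P below 0.05 by the authors' edgeR, at any size of change: Ifi27l2a (log2 ratio -1.62), Irf9 (-1.13), Lgals9 (-0.82) and Lgals3bp (-0.78). Irf9 and Lgals3bp were chosen after their values were seen. A shift in the scaling of the whole comparison is argued against by the median log2 ratio of -0.0803 over genes above 1 FPKM in every group. Block of IFNAR1 signaling already active in untreated cells stays open, since 3.60% of these genes were lower against 1.40% of 9605 other genes (one-sided Fisher's exact test P 0.073, genes not independent). It cannot be told apart from a decrease caused by 4HC outside IFNAR1 signaling, because 0 libraries hold antibody without 4HC.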

How the results depend on the processing

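All values are counts of the authors' calls or medians computed from their means, and the fold change from group mean FPKM and the gene set above 0.5 FPKM in the control, 4HC or IFNβ group were chosen after seeing the data, as were both alternatives for lists of genes. Outside these lists, of 84 values under alternatives, 53 stayed within 1.5 times the reported count, or equal for medians, and 31 moved. Counts have no direction, so whether a result reverses was not tested. The 53 overstate stability, because they include settings without effect. The setting with no filter repeats the main one, and removal of genes at 0 in both groups gave the main count each time. Genes higher with antibody than with 4HC alone also numbered 0 under every setting.

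With a mean above 0.5 FPKM in either group, the genes higher numbered 545 with 4HC and 387 with 4HC and antibody against control, and those lower with IFNβ 6. Above 1 FPKM they were 380, 268 and 4, and those lower with 4HC 34. With no fold change threshold, 2579 genes were higher and 1832 lower with 4HC, 457 higher and 78 lower with IFNβ, 153 lower with 4HC and antibody against control, and 361 were higher with both 4HC and IFNβ. With a threshold of 1.5-fold, 462 genes were lower with 4HC, 153 with 4HC and antibody, and 41 with IFNβ. At an adjusted P under 0.01, 674 genes were higher and 32 lower with 4HC and antibody against control, and 3 were lower with IFNβ. In the gene set above 0.5 FPKM in 3 groups, 557 were higher with 4HC and 6 lower with IFNβ. The alternatives' own construction, fewer or more genes allowed, gives these moves.

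The median induction left over genes induced by both 4HC and IFNβ, 18.5%, was 11.8% above 1 FPKM, 26.2% with no fold change threshold, 25.2% at 1.5-fold, 13.0% in the set above 0.5 FPKM and 17.6% with the fold change from mean FPKM. Over genes induced by 4HC alone, 87.2%, it was 89.7%, 86.7%, 87.2%, 88.8% and 86.7% in the same order. Counts of genes lowered by the antibody stayed within 1.5 times under each alternative run.

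For lists of genes, 129 of 180 counts stayed within 1.5 times and 51 moved. With only members above 0.5 FPKM in either group, the calls higher with 4HC fell to 10 chemokines (from 17), 1 MHC class II gene (from 3), 1 NRF2 target (from 3), 2 checkpoint ligands (from 4), 1 gene of Fig. S1 (from 7), 2 myeloid (from 5) and 1 epithelial marker (from 2), and to 0 for T and NK, B cell, fibroblast and endothelial markers (from 2, 2, 1 and 3). With 4HC and antibody they fell to 9 GTPases (from 15), 8 chemokines (from 14), 9 cytokines (from 14), 1 gene of Fig. S1 (from 4), 2 myeloid (from 4) and 0 endothelial markers (from 1), and with IFNβ to 1 NF-kB target and 1 gene of Fig. S1 (both from 2). With no fold change threshold, more members were higher with 4HC: 5 MHC class II genes, 8 NRF2 targets, 11 stress response genes (from 5), 7 checkpoint ligands, 2 sterol synthesis genes (from 0), 2 fibroblast markers and 1 control gene (from 0). With antibody, 2 checkpoint ligands were higher (from 1), and with IFNβ 2 p53 targets (from 1). Lower with 4HC at any size of change were 22 mitosis, 16 replication, 10 repair, 12 sterol synthesis (from 1), 23 splicing, 13 ribosome biogenesis, 3 damage-associated, 2 fibroblast and 6 control genes, and 1 member each of the interferon receptor, p53, NRF2, stress response, Fig. S1 and epithelial lists. With antibody, 2 replication, 3 sterol synthesis, 2 splicing, 3 ribosome biogenesis, 2 interferon receptor (from 1), 1 checkpoint and 1 Fig. S1 gene were lower, and with IFNβ 1 p53 target. Counts of lower members without a stated start were 0 at 2-fold.

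No paired analysis was possible because the table holds no values per library and the labels name no pairs. For the same reason leave-one-out, other normalizations, DESeq2, the exact test, a fit of all groups, a replicate block, glmTreat, other pseudocounts, camera and fry, and CPM per library for the receptor genes were not run. Other splits of the libraries were not run either. The alternatives set for lists of genes and named genes all need such values, so none of them was run. Depth limits the weakly expressed genes, where group means under 0.5 FPKM rest on few reads.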

Differences from the paper's values

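All counts here use the paper's stated adjusted P and fold change thresholds. The paper's methods add a minimum of 0.5 to 1.0 FPKM, as specified, which the counts given first leave out. The text and legend of Fig. 3 name no value.

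For genes induced by 4HC, the paper's text gives 568 and the count of the authors' calls is 1586. Of the alternatives set before the data were examined, means above 0.5 FPKM (545) and above 1 FPKM (380) in either group come within 1.5 times, whereas removal of genes at 0 in both groups (1586), no fold change threshold (2579), 1.5-fold (2084) and an adjusted P under 0.01 (1238) do not. For the percent of 4HC-induced genes also induced by IFNβ, the paper gives 34% and the value here is 14.8%. A mean above 1 FPKM in 3 groups (42.0%) comes within 1.5 times, whereas no filter (14.8%), no fold change threshold (14.0%) and 1.5-fold (15.5%) do not. For all genes responding to 4HC or IFNβ, the paper's Table S1B gives 651 and the count here is 1717. A mean above 1 FPKM (477) comes within 1.5 times, whereas no filter (1717), no fold change threshold (4546) and 1.5-fold (2650) do not. For genes induced by 4HC alone, the paper's Table S2E gives 369 and the count here is 1351, with no alternative set before the data were examined within 1.5 times (228 above 1 FPKM, 1351 with no filter, 2218 with no fold change threshold, 1762 at 1.5-fold). For genes lower with IFNβ, the paper shows about 6 in Fig. 3B, read by eye, and the count here is 12. Means above 0.5 FPKM (6) and above 1 FPKM (4) in either group come within 1.5 times, whereas removal of genes at 0 (12), no fold change threshold (78), 1.5-fold (41) and an adjusted P under 0.01 (3) do not.

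One gene set, genes with a mean above 0.5 FPKM in the control, 4HC or IFNβ group, was chosen after seeing the values and gives 188 genes in the overlap, 33.8%, 369 for 4HC alone, 45 for IFNβ alone, 43 lower with 4HC, 6 lower with IFNβ and 651 in all. These match the paper's text, tables and Fig. 3. It gives 557 for 4HC, where the paper's text has 568 and the paper's 188 and 369 genes add up to the same 557. How many of the paper's own called genes it drops could not be counted, because the gene lists of Table S1B were not used here.

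In Fig. S1A, the control and 4HC values of all 22 genes equal the deposited means after rounding (within 0.0051 FPKM), but 3 of 22 values in the column headed IFNβ do. All 22 values of that column equal the deposited means of 4HC with anti-IFNAR1 antibody. The experiment number printed over the column is also that of 4HC with antibody against control in the deposited data. The differences listed next therefore compare unlike groups. Among values more than 1.5 times apart, the largest difference in FPKM is for Cd274, 0.78 FPKM in the paper and 2.57 FPKM in the IFNβ group here. For Jag1 the paper has 2.23 and the value here is 1.45, for Notch4 the paper's 0.18 stands against 0.0461, for Hrh1 the paper's 0.11 against 0.0692, for Esr1 the paper's 0.04 against 0.0228, and for Cldn10 the paper's 0.04 against 0.0116. For Dll4 the paper's 0.02 stands against 0.00494, for Notch3 the paper's 0.02 against 0.00327, for Hrh2 the paper's 0.01 against 0.0610, for Pdcd1 the paper's 0.01 against 0.0208, and for Ntrk2 the paper's 0.01 against 0.00177. For Esr2, Ntrk3 and Cldn7 the paper has 0.01 and the IFNβ group is listed at 0. Less than 1.5 times apart are Erbb2 (the paper's 2.70 FPKM against 3.87), Notch2 (the paper's 8.59 against 9.57) and Plac1 (the paper's 0.58 against 0.822). No alternative set before the data were examined applies to these means.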

Other observations

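The test of cleavage-stage embryo genes in this part was chosen after the result was seen.

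Transcripts for cell division were slightly lower with 4HC, with no change above 2-fold. In the authors' deposited table, all 30 mitosis genes of a fixed list had log2 ratios below 0 with 4HC, with a median of -0.40 against -0.15 for random lists of similar expression (percentile 0). DNA replication genes had a median of -0.32 (random lists -0.14, percentile 0.07), crosslink and double-strand break repair genes -0.26 (random lists -0.03, percentile 0.02), and sterol synthesis genes -0.36 (random lists -0.06, percentile 0). Control genes also lay low, at -0.27 (random lists -0.18, percentile 8.53). With added antibody the medians were -0.34 for mitosis (percentile 0.01), -0.20 for replication (percentile 4.71), -0.25 for repair (percentile 0.45), -0.16 for sterol synthesis (percentile 14.9) and -0.25 for control genes (percentile 1.45), so a low rank there is not particular to the division and repair lists. Set against 4HC alone, medians with antibody were 0.16 for mitosis (percentile 97.81), 0.17 for replication (percentile 99.3) and 0.17 for sterol synthesis (percentile 99.95). Repair genes lay at 0.05 (percentile 92.89) and control genes at 0.09 (percentile 17.76). The 4HC libraries also enter the comparison with control, so these shifts are not independent of the decreases above. Uhrf1 was listed at 36.4 FPKM in control cells, 22.1 with 4HC and 22.2 with added antibody. Of 36 replication-dependent histone genes, 9 were called higher and 1 lower with 4HC. Hist1h2bc had authors' means of 4.14, 10.8 and 14.3 FPKM in the same groups. The libraries were made from polyadenylated RNA, so these counts say nothing of histone transcripts without a poly(A) tail.

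Several stress genes stayed high with 4HC when IFNAR1 was blocked. Mean Ddit3 was 2.66 FPKM in control cells, 15.2 with 4HC and 16.9 with added antibody, and mean Gdf15 was 3.55, 29.5 and 25.0 FPKM (authors' means). Of the 5 genes of the unfolded protein and integrated stress response (list of 23) that the authors' edgeR called higher with 4HC, 4 were also called with added antibody. For NRF2 and detoxification genes it was 3 of 3 (list of 25), for damage-associated molecules 2 of 2 (list of 14), and for cytokine genes 14 of 21 (list of 37), where the induction left went down to 20.0%. At similar ratios the antibody comparison carries weaker P values: Hmox1 has a log2 ratio of 2.56 with 4HC (adjusted P 1.2e-43) and of 2.53 with added antibody (adjusted P 1.9e-12), both against control by the authors' edgeR. A gene called in one of these comparisons and not in the other is therefore not shown to differ between them.

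Of 72 markers of immune, stromal and epithelial cells, the authors called 15 higher with 4HC (20.8%, against 6.55% of all genes). Of these 15, 12 were at or below 0.5 FPKM, and whether the share exceeds that of other genes of the same level was not tested. By list, 2 of 16 T and NK cell markers, 5 of 18 myeloid, 2 of 6 B cell, 1 of 12 fibroblast, 3 of 8 endothelial and 2 of 12 epithelial markers were higher. The source of these transcripts was not tested. Mean Cd68 rose from 0.795 to 3.80 FPKM, and Vim (785.4 FPKM) and Krt8 (70.2 FPKM) were the most abundant fibroblast and epithelial markers in control cells, both called at no change above 2-fold. Of 18 checkpoint ligands and related genes, 4 were called higher with 4HC and 2 with IFNβ. Of 18 genes for interferon receptor signaling, 6 were called higher with 4HC and 7 with IFNβ. The 6 ISGs of the paper's qPCR panel were all called higher with 4HC, and Cxcl11 was not called with IFNβ. Of 8 immune markers of that panel, 1 was called higher with 4HC.

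Genes of the cleavage-stage embryo were among the weakly expressed genes called with 4HC, and whether they rise beyond other genes of the same level stays open. The list was written after some of their values were seen, so a rank against random lists cannot test this. Of 19 members, 17 with a mean above 0, the authors' edgeR called 8 higher with 4HC, 5 with added antibody and 0 with IFNβ, all under 0.5 FPKM. Their median log2 ratio was 2.83 with 4HC and 2.47 with added antibody, at percentiles 99.85 and 99.38 of lists drawn from genes of similar mean. Usp17ld was listed at 0.0248 FPKM in control cells, 0.289 with 4HC and 0.294 with added antibody, and Zscan4b at 0.00569, 0.175 and 0.0807 FPKM. Both belong to families of near-identical copies, so their share of the reads is uncertain, and reads shared within a family make the members count as fewer than 19 independent genes.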
